# Layer-specific morphological and molecular differences in neocortical astrocytes and their dependence on neuronal layers

**DOI:** 10.1038/s41467-018-03940-3

**Published:** 2018-04-24

**Authors:** Darin Lanjakornsiripan, Baek-Jun Pior, Daichi Kawaguchi, Shohei Furutachi, Tomoaki Tahara, Yu Katsuyama, Yutaka Suzuki, Yugo Fukazawa, Yukiko Gotoh

## Abstract

Non-pial neocortical astrocytes have historically been thought to comprise largely a nondiverse population of protoplasmic astrocytes. Here we show that astrocytes of the mouse somatosensory cortex manifest layer-specific morphological and molecular differences. Two- and three-dimensional observations revealed that astrocytes in the different layers possess distinct morphologies as reflected by differences in cell orientation, territorial volume, and arborization. The extent of ensheathment of synaptic clefts by astrocytes in layer II/III was greater than that by those in layer VI. Moreover, differences in gene expression were observed between upper-layer and deep-layer astrocytes. Importantly, layer-specific differences in astrocyte properties were abrogated in *reeler* and *Dab1* conditional knockout mice, in which neuronal layers are disturbed, suggesting that neuronal layers are a prerequisite for the observed morphological and molecular differences of neocortical astrocytes. This study thus demonstrates the existence of layer-specific interactions between neurons and astrocytes, which may underlie their layer-specific functions.

## Abstract (web summary)

Several studies have suggested that astrocytes in the neocortex are more diverse than previously thought. Here, the authors describe layer-specific differences in morphology and molecular characteristics of astrocytes that depend on the neurons within those layers.

## Introduction

Astrocytes are abundant throughout the mammalian central nervous system (CNS) and provide physical and nutritional support to neurons. Recent studies have also revealed that these cells contribute to information processing through regulation of synapse formation and elimination, as well as of synaptic transmission^1–4^. Astrocytes manifest diverse morphological features^5^, with those in different CNS regions or progenitor domains having recently been shown to have distinct properties^6–9^. Even within the same progenitor domains, astrocyte diversification may increase the complexity of the corresponding neuronal networks^10^. For example, astrocytes in layer I of the mammalian neocortex are often referred to as pial astrocytes or marginal glia and appear to possess distinct properties with regard to spontaneous Ca^2+^ signaling activity and molecular expression patterns compared with those in the other cortical layers, which are collectively referred to as protoplasmic astrocytes^9,11–13^.

Besides astrocyte types that have evolved specifically in higher-order primates^14^, protoplasmic astrocytes in layers II–VI of the mammalian neocortex have historically been thought to comprise a homogeneous population. Although, recent studies have indicated the existence of molecularly distinct subpopulations of neocortical protoplasmic astrocytes^15–17^, it has remained unclear whether such subpopulations are randomly distributed or associated with specific layers. Given that layer-specific neuronal subtypes play essential roles in cortical circuitry, astrocytes might also be expected to support and modify this circuitry in a layer-specific manner.

We have now performed a comprehensive characterization of the three-dimensional (3D) morphologies and molecular expression patterns of astrocytes in all layers of the mouse somatosensory cortex and found that neocortical astrocytes display morphological and molecular differences corresponding to the laminar organization of neocortical neurons. We also examined how such layer-specific properties of astrocytes might be established during development. Given that neuronal layers are established before astrocyte differentiation, we investigated the role of these layers in the development of layer-specific properties of astrocytes. We thus studied two animal models, *reeler* and *Dab1* conditional knockout (cKO) mice in which neuronal layers are disturbed. In the latter model, *Dab1* was deleted specifically in neurons in order to address whether neuronal layers are responsible for astrocyte diversification. The results suggested a prerequisite role of neuronal layers in establishing the astrocyte diversity in the neocortex.

## Results

### Morphological differences among neocortical astrocytes

To investigate the heterogeneity of neocortical astrocytes, we first examined the 3D morphology of astrocytes in layers II/III and VI of the mouse primary somatosensory cortex at postnatal day (P) 60. We studied Glast-EMTB-GFP transgenic mice, which express Enconsin microtubule-binding domain-tagged green fluorescent protein (GFP) driven by the *Glast* (*Slc1a3*) promoter and in which microtubules of astrocytes are labeled with GFP throughout all cortical layers, and we applied the CUBIC technique to render brain slices transparent^18,19^. 3D observation revealed that astrocytes in layer II/III differ from those in layer VI in terms of cell orientation and process arborization (Fig. 1a). Layer II/III astrocytes tended to elongate radially (vertically relative to the pial surface), whereas layer VI astrocytes tended to elongate tangentially (horizontally relative to the pial surface). Moreover, the extent of process arborization in layer II/III astrocytes tended to be greater than that in layer VI astrocytes.

**Fig. 1:**
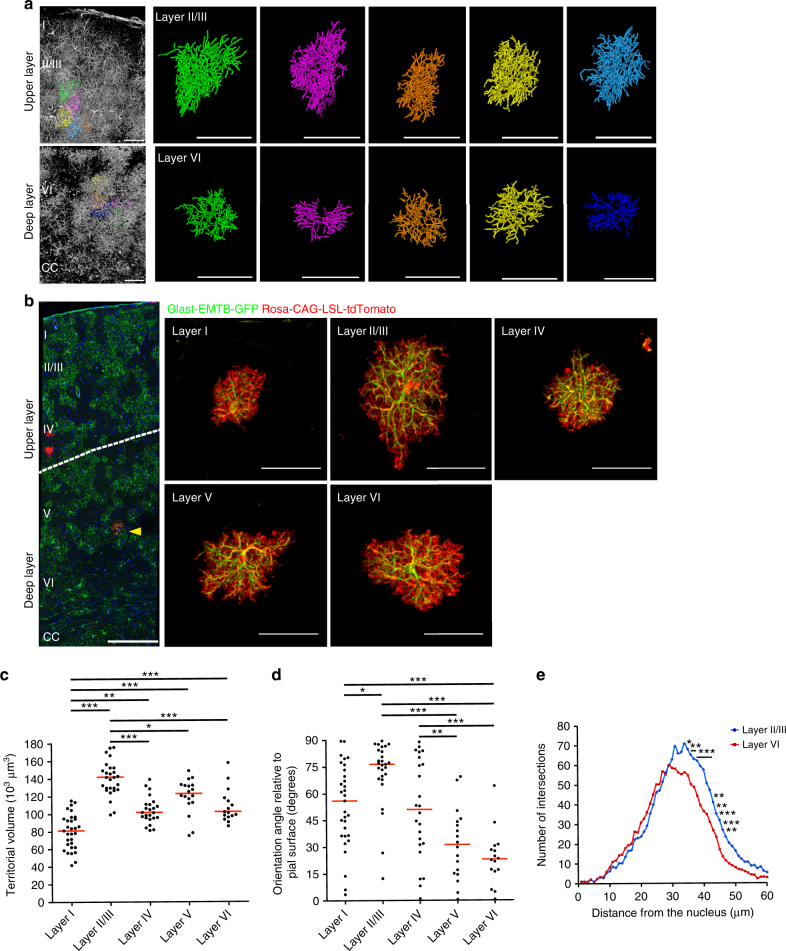
Three-dimensional morphology of astrocytes in layers I–VI of the mouse somatosensory cortex as revealed by visualization of microtubule and whole-cell structures. **a** 3D reconstruction of astrocyte morphology in the Glast-EMTB-GFP mouse brain (P60) rendered transparent by the CUBIC technique. 3D structures and traces are shown in the left panels, and individual traces in the right. CC, corpus callosum. Scale bars, 250 μm (left panels), 50 μm (right panels). **b** Representative confocal image of sparsely labeled astrocytes in Glast-EMTB-GFP;Glast-CreER^T2^;Rosa-CAG-LSL-tdTomato mice (P65) injected with a low dose of tamoxifen at P60 (left), and representative 3D projection images of astrocytes in each layer (right). Arrowhead indicates GFP^+^tdTomato^+^ cell. Scale bars, 250 μm (left panel), 50 μm (right panels). **c**, **d** Quantification of territorial volume (**c**) and the angle of orientation relative to the brain surface (**d**) for astrocytes in each layer. The data are shown for 116 cells from five brains, with the red bars indicating median values. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA followed by Bonferroni’s test). **e** 3D Sholl analysis for microtubule structure of sparsely labeled individual astrocytes in layers II/III and VI of Glast-EMTB-GFP;Glast-CreER^T2^;Rosa-CAG-LSL-tdTomato mice injected with a low dose of tamoxifen at P60. The data are means (layer II/III astrocytes, *n* = 27 cells from five brains; layer VI astrocytes, *n* = 16 cells from five brains). *P < 0.05, **P < 0.01, ***P < 0.001 versus corresponding values for layer VI astrocytes (two-way ANOVA followed by Bonferroni’s test)

We next quantified such morphological differences among astrocytes in all cortical layers including layer I in which astrocytes were previously shown to differ from those in other layers in terms of Ca^2+^ signaling activity and gene expression^11,13^, but their morphological differences have remained uncharacterized. To define the cell boundary and visualize the morphology of individual astrocytes as a whole, we therefore studied Glast-EMTB-GFP;Glast-CreER^T2^;Rosa-CAG-loxP-stop-loxP(LSL)-tdTomato mice in which tamoxifen induces expression of tdTomato specifically in astrocytes. We injected these mice at P60 with a low dose of tamoxifen in order to sparsely label astrocytes (Fig. 1b). We then examined whether astrocytes in different layers manifested distinct morphological features, including differences in territorial volume and cell orientation. Quantification of territorial volume revealed that layer I astrocytes occupied a significantly smaller volume compared with astrocytes in layers II/III–VI, whereas layer II/III astrocytes occupied a larger volume than did astrocytes in layers IV–VI. The territorial volumes of astrocytes in layers IV, V, and VI were similar (Fig. 1c).

Quantification of 3D-cell orientation also revealed that the average orientation angle relative to the pial surface of layer II/III astrocytes was closer to 90°, whereas that of layer VI astrocytes was closer to 0°, emphasizing the radial orientation of layer II/III astrocytes and the tangential orientation of layer VI astrocytes (Fig. 1d). We also observed similar layer-specific differences in the orientation of sparsely labeled astrocytes in another reporter mouse line, Sox9-CreER^T2^;CAG-CAT-eGFP at P120 (Supplementary Fig. 1a-d). We confirmed this finding by immunostaining for the astrocyte markers GFAP (glial fibrillary acidic protein) (Supplementary Fig. 1e).

Furthermore, 3D Sholl analysis of microtubule-containing processes automatically extracted from a tdTomato-labeled region of interest (ROI) showed that the extent of process arborization (at a distance of >30 μm from the nucleus) was greater for layer II/III astrocytes than for layer VI astrocytes (Fig. 1e).

### Unbiased cluster analysis of astrocyte morphologies

Given that astrocytes in different layers appeared to have distinct morphologies, we examined further the relation between morphological properties and laminar position in an unbiased manner. We thus classified neocortical astrocytes into subpopulation clusters based on morphological features and then examined how the clusters were distributed across neocortical layers. We first measured 24 morphometric parameters for sparsely labeled neocortical astrocytes in Glast-EMTB-GFP;Glast-CreER^T2^;Rosa-CAG-LSL-tdTomato mice at P65 (*n* = 116 cells from five mice) (Supplementary Table 1). According to previous clustering studies^20,21^, we applied a multimodal index (MMI) of parameters for cluster analysis of >0.55, with the following parameters then being used as clustering criteria: elongation, flatness, XY, relative XZ, and relative YZ.

The t-distributed stochastic neighbor embedding (t-SNE)^22^ analysis, which visualizes the relative distribution of samples, showed that neocortical astrocytes largely separated into two groups (Fig. 2a). Notably, most layer II/III astrocytes and most layer V or VI astrocytes separated into the different groups. This finding thus supported the notion that astrocytes in different layers possess distinct morphological features.

**Fig. 2:**
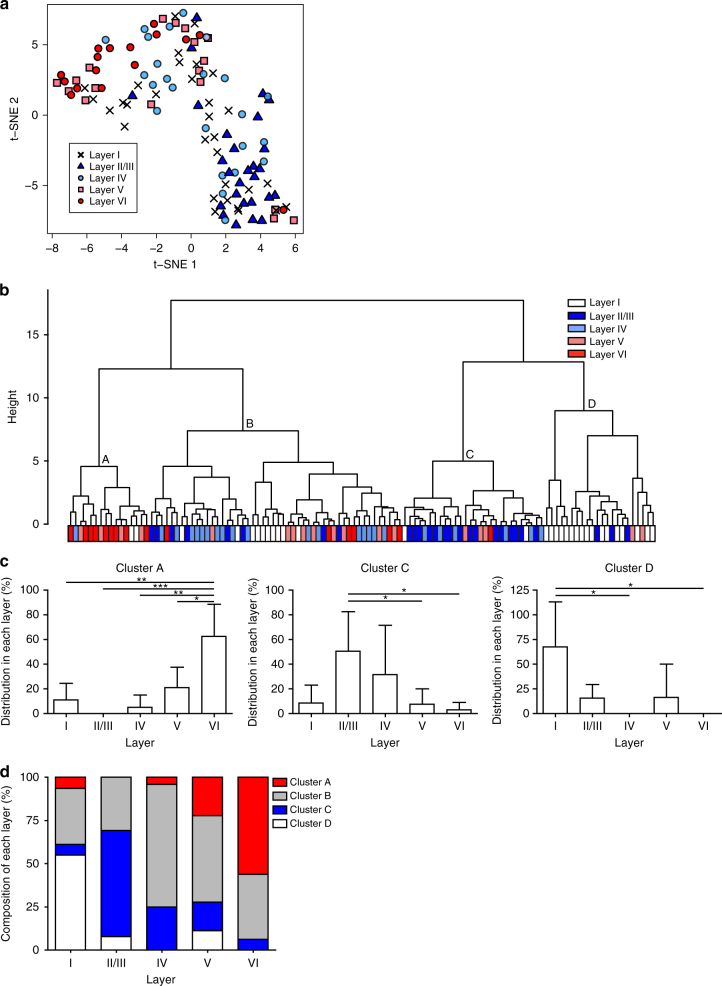
Cluster analysis based on morphological features of neocortical astrocytes. **a** t-SNE analysis showing separation of neocortical astrocytes into two groups, with most cells in layer II/III and those in layers V and VI localizing to different groups. **b** Hierarchical clustering showing that neocortical astrocytes can be separated into four clusters designated A through D, with cluster A being enriched in astrocytes of layers V and VI, cluster C in those of layer II/III, and cluster D in those of layer I. **c** Percentage of astrocytes in each cluster located in the different neocortical layers (cluster A, *n* = 16; cluster C, *n* = 28; cluster D, *n* = 22). Data are means ± s.d. for at least three mice. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA followed by Bonferroni’s test). **d** Percentage of astrocytes in each layer belonging to clusters A through D (layer I, *n* = 31; layer II/III, *n* = 27; layer IV, *n* = 24; layer V, *n* = 18; layer VI, *n* = 16). Two-sided Fisher’s exact test, *P* = 8.439 × 10^−12^

Ward’s hierarchical clustering analysis^23^ revealed that neocortical astrocytes can be classified into four clusters (clusters A through D in Fig. 2b). We took into account the total intracluster distance^24^ and silhouette analysis^25^ to determine the optimal number of clusters (Supplementary Fig. 2a, b). Astrocytes in each cluster showed different morphological features. For example, astrocytes in cluster D were significantly flatter than those in the other three clusters (Supplementary Fig. 2c). In addition, most astrocytes in cluster A showed a tangential orientation, whereas most of those in clusters C and D showed a radial orientation (Supplementary Fig. 2d). To confirm the morphological differences among astrocytes in the different clusters, we performed 3D Sholl analysis of process arborization, a morphometric parameter not used as a clustering criterion. Such analysis revealed that the extent of process arborization was greater for astrocytes in clusters B and C than for those in clusters A and D (Supplementary Fig. 2e).

Importantly, astrocytes with distinct morphologies (those in the different clusters) were differentially distributed among cortical layers, with those of cluster A and those of cluster C being significantly enriched in layer VI and layer II/III, respectively (62.50% and 50.57%, respectively) (Fig. 2c). Most astrocytes of cluster D were located in layer I (67.71%) (Fig. 2c), showing that astrocytes in this layer differ morphologically from those in other layers. Thus, layer I was composed mostly of astrocytes in cluster D (54.8%), layer II/III of astrocytes in cluster C (61.5%), layer IV of astrocytes in cluster B (70.8%), layer V of astrocytes in cluster B (50.0%), and layer VI of astrocytes in cluster A (56.3%) (two-sided Fisher’s exact test, *P* = 8.439 × 10^−12^) (Fig. 2d).Our findings show that, in addition to layer I astrocytes, those in layers II–VI also exhibit layer-specific morphological differences.

### Synaptic interaction of astrocytes in different layers

To investigate whether astrocytes in each cluster classified according to the morphological features in Supplementary Table 1—in particular, those of clusters A and C—might also possess different functional properties, we examined their structural interactions with synapses by serial scanning electron microscopy (SEM)^26^. According to the tripartite synapse concept^1,27^, perisynaptic astrocytes are present along with the presynaptic and postsynaptic neurons. The intricate ramifications of astrocytes allow them to tightly enwrap the synaptic terminal and to modulate synaptic processes^28–30^. We hypothesized that astrocytes of cluster C, with their more pronounced arborization (Supplementary Fig. 2e), might interact to a greater extent with neighboring synapses compared with those of cluster A. We therefore observed the structural interaction of perisynaptic astrocytes in layers II/III and VI, in which astrocytes of cluster C and cluster A are respectively enriched (Fig. 2c). The 3D reconstruction of SEM images obtained with a focused ion beam (FIB) indeed showed that the extent of ensheathment of synaptic clefts by astrocytes in layer II/III was greater than that by those in layer VI (Fig. 3a–c), suggesting that astrocytes in different layers show differences not only in morphology but also in synaptic interaction.

**Fig. 3:**
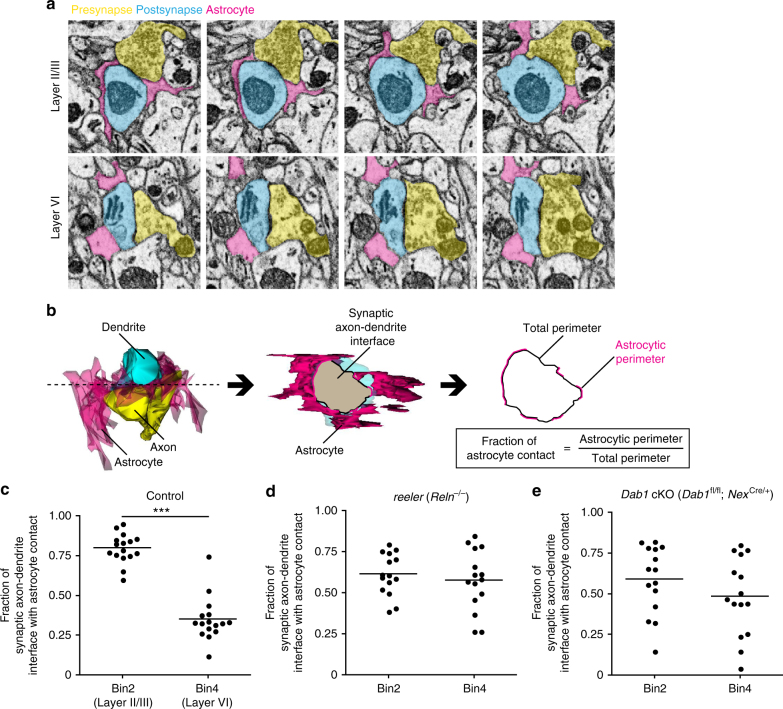
Difference in astrocyte-synapse structural interactions in layers II/III and VI. **a** Series of SBF-SEM images acquired from coronal sections of the brain of an adult wild-type mouse at ×4730 magnification. **b** Procedure for quantification of astrocyte ensheathment of synapses. Serial SEM images were reconstructed to measure the perimeter of synaptic axon-dendrite interface and the astrocytic perimeter. **c**–**e** Quantification of astrocyte ensheathment of synapses in bin2 and bin4 (*n* = 16 synapses in each bin for control (**c**) and *n* = 15 synapses in each bin for *reeler* (**d**) and *Dab1* cKO (**e**) mice). Astrocyte position in the cortical layers is expressed as relative distance from the corpus callosum (CC) to the pia: bin2, 0.65–0.9; and bin4, 0–0.25. Horizontal bars represent mean values. ***P < 0.001 (Welch’s *t*-test)

### Layer-specific molecular expression in cortical astrocytes

We next questioned whether neocortical astrocytes also show layer-specific molecular differences by comparing the gene expression profiles of astrocytes in different layers. Given that most astrocytes of clusters A and C reside in layers V and VI and layers II–IV, respectively (Fig. 2c), we compared astrocytes of these layers, hereafter referred to as deep-layer astrocytes (DLAs) and upper-layer astrocytes (ULAs), respectively. With the use of fluorescence-activated cell sorting (FACS), we prepared ULAs and DLAs from the corresponding dissected layers of the somatosensory cortex of Aldh1l1-eGFP mice^31^ in which all astrocytes are expected to be labeled with GFP. The meninges, layer I, and the corpus callosum were removed from upper- and deep-layer tissue samples. In addition, parts of layers IV and V were lost during separation of these layers in such a way as to prevent cross-contamination between the upper- and deep-layer samples (Fig. 4a).

**Fig. 4:**
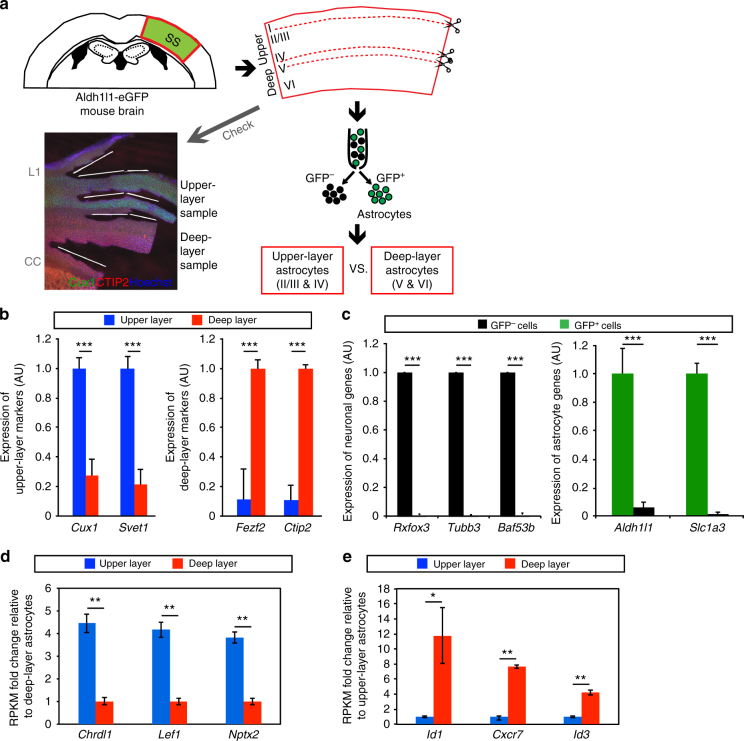
Layer-specific molecular expression in neocortical astrocytes. **a** Procedure for the isolation of upper-layer (ULAs) and deep-layer (DLAs) astrocytes for comparison of their gene expression levels. Layer I (L1), the boundary between layers IV and V, and the corpus callosum (CC) are discarded from the somatosensory (SS) area of the brain of young adult Aldh1l1-eGFP transgenic mice in which astrocytes are labeled with GFP and can therefore be isolated by FACS. The fluorescence image is of a coronal section stained with antibodies to Cux1 and to CTIP2, as well as with Hoechst 33342. **b** RT-qPCR analysis of upper-layer (*Cux1*, *Svet1*) and deep-layer (*Fezf2*, *Ctip2*) neuronal marker genes in upper-layer and deep-layer tissue samples. **c** RT-qPCR analysis of neuronal (left) and astrocytic (right) marker genes in isolated GFP^+^ or GFP^−^ cells. **d**,** e** RPKM fold change relative to deep-layer (**d**) and upper-layer (**e**) in expression analyzed by RNA-seq (*n* = 3 brains). Top 3 upper-layer enriched and deep-layer enriched genes are shown in **d**, **e**, respectively. See Supplementary Data 1 and 2 for full gene lists of upper-layer and deep-layer enriched genes, respectively. Data are means ± s.d. for three brains. *P < 0.05, **P < 0.01, ***P < 0.001 (paired two-tailed Student’s *t*-test)

Immunostaining, as well as reverse transcription (RT) and quantitative polymerase chain reaction (qPCR) analysis of upper-layer and deep-layer neuronal markers (*Cux1* and *Ctip2* in both analyses, and *Svet1* and *Fezf2* in RT-qPCR analysis for further confirmation) verified the effectiveness of the sample preparation procedure (Fig. 4a, b). RT-qPCR analysis of neuronal and astrocytic markers showed that astrocytes were appropriately isolated as a GFP-positive cell population with negligible contamination by neurons (Fig. 4c). We next compared gene expression patterns between ULAs and DLAs by RNA-sequencing (RNA-seq) analysis (*n* = 3). 

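RNA of ULAs and DLAs was available from 3 brains of 4-week-old male mice, which gave 6 libraries, 1 for each layer of each brain. The cDNA was amplified with the SMART-Seq v4 kit, made into libraries with the Nextera XT kit and sequenced on a HiSeq instrument as single reads of 36 bases. The authors deposited their values as RPKM, that is, reads on an mRNA scaled to its length and to the number of mapped reads, for 43383 rows. Of these rows, 22829 carry a RefSeq accession, 20554 carry only an Ensembl transcript or a cDNA clone, and 15420 are listed at 0 in all 6 libraries. Read counts are not among the values used here, but in rows of up to 500 bases the RPKM values were whole multiples of the value of 1 read. These steps put the depth at 24.4, 25.6 and 26.7 M reads for the ULAs of brains 1, 2 and 3. For the DLAs of the same brains the depth was 26.6, 19.7 and 29.6 M reads, so that a value of a given size rests on the fewest reads in the DLAs of brain 2. The 6 values of every gene in Supplementary Data 1 to 3 (62, 47 and 68 genes) were identical to the deposited ones with each replicate number taken as the brain number, and the libraries were paired accordingly.
The paper compares the layers by a paired test over the brains. Its text does not name the aligner, the annotation or the program that gave the RPKM values. Here, the 13999 rows with a mean RPKM of at least 1 over the 6 libraries were tested on the log2(RPKM + 1) scale with limma, with the brain and the layer as terms and p-values adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low RPKM. Across these genes the log2 values of any pair of libraries correlated with r between 0.969 and 0.985, where genes are not independent replicates. The upper/deep ratio rose with mRNA length in each brain (Spearman's rho across genes of 0.21, 0.37 and 0.10 in brains 1, 2 and 3, respectively). The filter on low RPKM, the pairing, the normalization, the brains included, the variance trend and the length trend are choices that changed the numbers.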

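In the limma comparison, 100 genes were higher in ULAs and 128 genes were higher in DLAs with an adjusted p-value under 0.05. With no filter on low RPKM, which raised the number of genes tested to 27963, 0 genes passed in either direction. At an unadjusted p-value under 0.05, 1124 genes were higher in ULAs and 1675 higher in DLAs in that fit. There limma borrowed less from other genes for each variance (prior degrees of freedom 2.3, against 7.9 with the filter). The log2 fold changes of Chrdl1 and Id1 stayed at 2.11 and −3.21, so their failure there is no sign of a smaller effect. When the brain was left out of the model, 23 and 18 genes passed, and with brain 3 left out of the data, 431 and 695 genes passed. Quantile normalization of the log2 values turned the balance towards ULAs, with 138 and 103 genes. The criteria given in Supplementary Data 1 and 2 are a mean RPKM over 5 in the enriched group, a mean of the per-brain ratios over 1.5 and a p-value under 0.05 in the paper's paired test. Applied to all rows, these criteria selected 73 rows for ULAs and 64 rows for DLAs, and with 1 brain left out from 30 to 41 and from 25 to 53 rows.
Chrdl1, Lef1 and Nptx2 had the highest mean ratios among the rows selected for ULAs. Coordinates are those of the table, whose genome build is not named. The RPKM of Chrdl1 (chordin-like 1), which has 12 exons on chromosome X from 139720217 to 139828805, was 89.5 ± 8.27 (SD, n = 3) in ULAs and 20.1 ± 3.91 in DLAs, a log2 fold change of 2.11 (SE 0.11, adjusted p = 2.33e-05, limma). For Lef1, on chromosome 3 from 130813389 to 130926249, the mean RPKM was 19.4 ± 1.57 against 4.64 ± 0.724, with a log2 fold change of 1.86 (SE 0.14, adjusted p = 0.000196). Nptx2, on chromosome 5 from 145306756 to 145318347, was measured at 39.1 ± 2.59 against 10.2 ± 1.45, a log2 fold change of 1.85 (SE 0.12, adjusted p = 9.92e-05). Beyond the genes named in the paper's text, tables and figures, and among genes over 5 RPKM in the higher layer, the largest rises in ULAs were those of Eogt, Dcc, Scel, Lyn and 6530418L21Rik, with log2 fold changes of 1.57, 1.47, 1.33, 1.23 and 1.22. The paper already lists each of them in Supplementary Data 1. Scel did not pass without the brain in the model (adjusted p = 0.284, within a range of 2.15e-08 to 0.325 over the alternatives), and the other 4 failed only with no filter on low RPKM.
Id1, Cxcr7 and Id3 ranked first among the rows selected for DLAs. Id1, on chromosome 2 from 152562010 to 152563146, had an RPKM of 3.72 ± 0.508 in ULAs and 43.9 ± 13.8 in DLAs (log2 fold change −3.21, SE 0.14, adjusted p = 6.27e-06). Cxcr7, on chromosome 1 from 92100555 to 92112297, had 0.733 ± 0.313 and 5.61 ± 0.177 (log2 fold change −1.95, SE 0.16, adjusted p = 0.00038), where the ULA libraries hold between 24 and 58 reads. Id3, on chromosome 4 from 135699737 to 135701307, had 126.2 ± 13.6 and 529.8 ± 39.3 (log2 fold change −2.06, SE 0.10, adjusted p = 1.21e-05). Each of these 6 genes moved in the same direction in 3 of 3 brains, and each difference was larger than the spread between brains. Under the same limits, the largest falls were those of 4 haemoglobin rows, of which Hbb-b1 and Hbb-b2 share reads, and of Pdgfd, whose log2 fold change was −1.92 (SE 0.17, adjusted p = 0.000731).

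**Figure D1:**
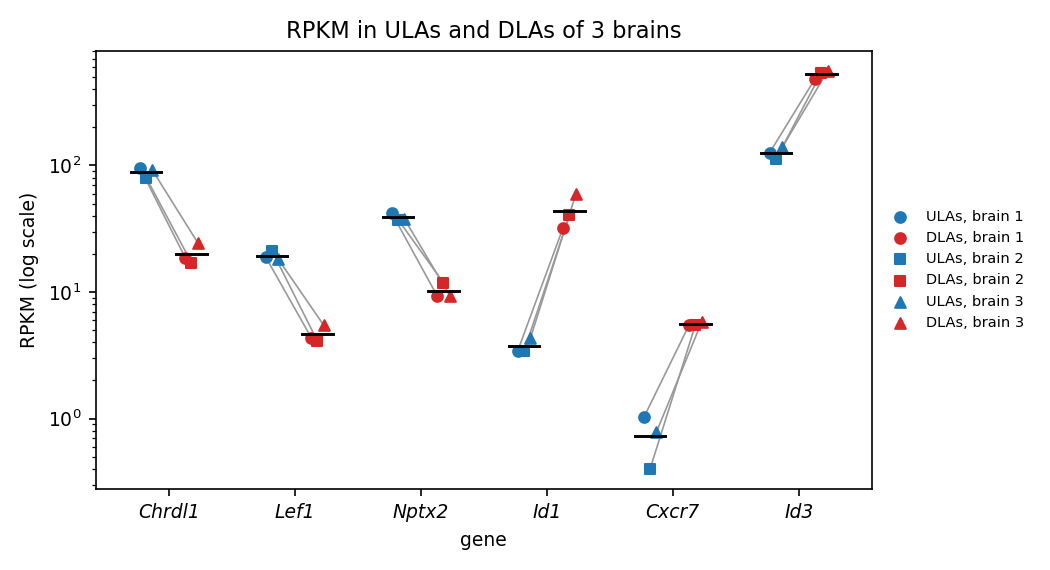
RPKM on a log scale of the genes with the highest mean ratios in ULAs (Chrdl1, Lef1, Nptx2) and in DLAs (Id1, Cxcr7, Id3). Each symbol is 1 library, grey lines join the layers of a brain and black bars are means of 3 brains; Cxcr7 in ULAs, with a mean of 0.733, is the lowest.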

We identified genes that were expressed preferentially in either ULAs or DLAs (Fig. 4d, e, Tables 1 and 2, Supplementary Data 1 and 2). 

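Of the 68 astrocyte-enriched genes in Supplementary Data 3, 67 had a mean RPKM of at least 1. Their log2 fold changes (upper/deep), with Gfap lowest and Chrdl1 highest, had a median of −0.01, and 61 of them (91%) lay within 0.5 of 0. In 10000 random lists of as many genes with similar mean expression, the median was typically −0.09, and 90% of the lists fell between −0.13 and −0.03, so the list sat slightly towards ULAs (percentile 99.3). The median absolute log2 fold change, 0.16, was at percentile 51.9 of such lists. With the p-value adjusted over all genes tested, 4 genes passed: Chrdl1 and Fmo1 in ULAs, and Gfap and Id4 in DLAs. Adjusted over the list alone, 17 genes passed, 12 of them higher in ULAs and 5 higher in DLAs, and the paper's own table has 12 genes with p under 0.05. The number over all genes fell to 0 with no filter on low RPKM (9 adjusted over the list alone), and rose to 12 under quantile normalization and to 13 without brain 3. The number adjusted over the list alone fell from 17 to 5 without brain 1 and to 5 without the brain in the model. In simulated data with 3 brains, 0 of 200 genes with a log2 change of 0.5 were called over all genes. Leaving the brain out raised the calls at larger simulated changes but cut them in the data. The simulation thus does not give the power here.

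**Figure D2:**
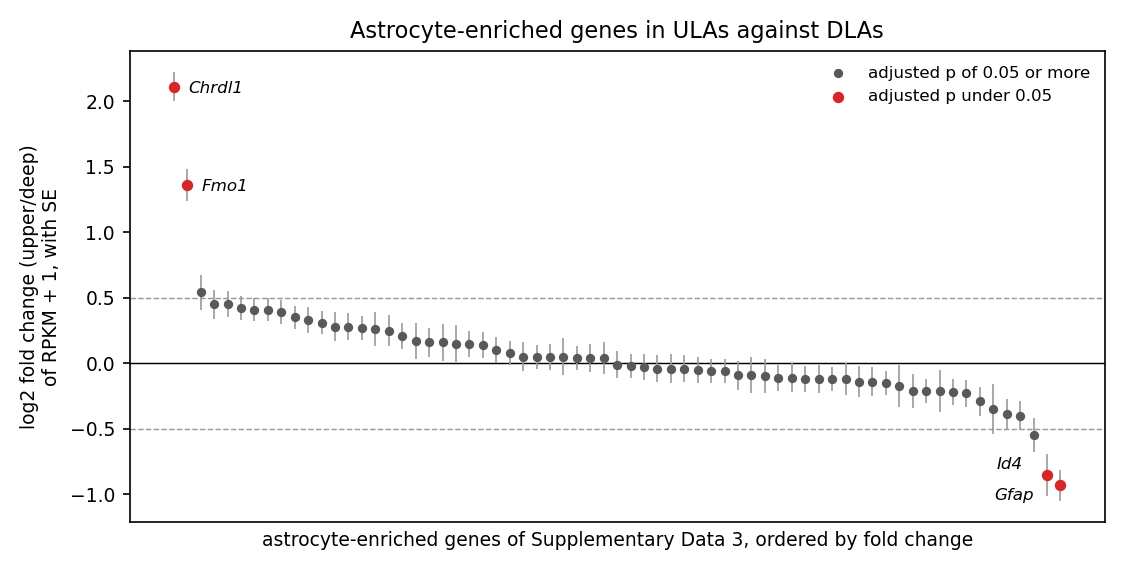
Log2 fold change (upper/deep) of RPKM + 1 for 67 astrocyte-enriched genes, ordered by size, with the standard error of the limma fit. Dashed lines mark 0.5 on either side of 0, and red points are the 4 genes with an adjusted p-value under 0.05.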

Although, most genes known to be preferentially expressed in astrocytes (astrocyte-enriched genes)^16,31–33^ were equally expressed between ULAs and DLAs (Supplementary Data 3), some such genes (astrocyte-enriched genes or genes with known function in astrocytes)^34–44^ were significantly enriched in ULAs or DLAs (Tables 1 and 2). These astrocytic genes include extracellular secreted proteins (*Chrdl1, Sparc*), transporters (*Slc1a3*(*GLAST*)*, Slc15a2*), enzymes (*Fmo1, Dio2*), receptors/membrane proteins (*Fgfr3, Mertk*,* Vcam1*,* Gja1*(*Connexin43*), and *Cxcr7*), cytoskeletal protein (*Gfap*) and transcription factors (*Id1*,* Id3*, and *Lef1*). Together, these results showed that ULAs and DLAs differ in their molecular expression patterns. 

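Among the astrocytic genes higher in ULAs, Fmo1 had an RPKM of 32.5 ± 4.43 (SD, n = 3) in ULAs and 12.2 ± 3.25 in DLAs, a log2 fold change of 1.36 (SE 0.12, adjusted p = 0.000731, limma). Slc1a3 was far more abundant, at 2538.5 ± 139.2 against 1893.0 ± 105.1, and its log2 fold change of 0.42 (SE 0.09) had an adjusted p of 0.0554 over all genes. Slc15a2 (137.8 ± 13.4 against 103.4 ± 11.8 RPKM), Dio2 (39.6 ± 3.86 against 28.9 ± 4.46) and Fgfr3 (302.3 ± 29.6 against 227.0 ± 18.9) had log2 fold changes of 0.41, 0.45 and 0.41, with adjusted p-values of 0.064, 0.0695 and 0.057. The differences were smaller for Vcam1, at 193.9 ± 9.27 against 156.4 ± 3.55 RPKM (log2 fold change 0.31, adjusted p = 0.15), and for Gja1, at 2230.3 ± 43.0 against 1847.3 ± 68.7 (log2 fold change 0.27, adjusted p = 0.192). All of these genes were higher in ULAs in 3 of 3 brains. Slc1a3, Slc15a2, Dio2 and Fgfr3 passed where only genes of at least 5 RPKM were tested, with adjusted p-values of 0.0395, 0.0403, 0.0417 and 0.0361. Over all alternatives the adjusted p ranged from 0.0229 to 0.642 for Slc1a3, 0.0166 to 0.441 for Slc15a2, 0.0218 to 0.6 for Dio2 and 0.0174 to 0.569 for Fgfr3, in each case highest without brain 1 and under 0.05 without brain 3. Gfap went the other way, with 11.7 ± 1.15 RPKM in ULAs and 23.5 ± 5.53 in DLAs (log2 fold change −0.93, SE 0.12, adjusted p = 0.00556), and did not pass without the brain in the model (adjusted p = 0.0994, within a range of 1.43e-06 to 0.301). From these genes, enriched in either layer, the paper concludes that ULAs and DLAs differ in their molecular expression patterns.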

RNA-seq data has been deposited to the GEO database (accession code GSE111916).

**Table 1:** Upper-layer enriched astrocytic genes

Gene symbol	RPKM		Fold change (upper/deep)		
	Upper	Deep		*P* value	Known functions in astrocytes (Refs)
*Chrdl1*	89.5	20.1	4.5	0.0038	
*Lef1*	19.4	4.6	4.3	0.0074	
*Fmo1*	32.5	12.2	2.7	0.0064	
*Ccdc80*	24.1	17.3	1.4	0.019	
*Dio2*	39.7	28.9	1.4	0.0091	Regulation of fatty acid oxidation level ([34])
*Slc1a3*	2538.5	1893.0	1.3	0.0056	Regulation of synaptic activity ([39])
*Slc15a2*	137.8	103.4	1.3	0.0097	Regulation of peptide transport ([35])
*Fgfr3*	302.3	227.0	1.3	0.0087	Negative regulator of Gfap expression ([40])
*Cyp4f15*	271.0	205.8	1.3	0.028	
*Mertk*	227.9	178.1	1.3	0.024	Regulation of synapse elimination ([36])
*Vcam1*	193.9	156.4	1.2	0.032	
*Gja1*	2230.3	1847.3	1.2	0.027	Regulation of cell survival ([37])

Average RPKM and fold changes are shown (*n* = 3 brains). 

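For the 12 genes of Table 1, the means of the deposited RPKM values and of the per-brain ratios were within rounding of those printed. In the limma comparison 3 of the 12 genes (Chrdl1, Lef1 and Fmo1) passed over all genes tested, and 12 of 12 passed adjusted over the list alone. The study chose this list on the same libraries, so the latter is not independent evidence, and without brain 1 it fell to 5 of 12. Over all genes, 11 passed under quantile normalization and 8 without brain 3. Among the genes of the table that the text does not name, Ccdc80 had a log2 fold change of 0.45 (SE 0.11, adjusted p = 0.0818) and Cyp4f15 of 0.39 (SE 0.09, adjusted p = 0.0776). The ratio of Ccdc80 was 1.39 ± 0.113 (SD of 3 brains) and that of Cyp4f15 1.32 ± 0.094, against 4.54 ± 0.719 for Chrdl1.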

*P* value, paired *t*-test

See Supplementary Data 1 and 3 for full gene lists of upper-layer enriched genes

**Table 2:** Deep-layer enriched astrocytic genes

Gene symbol	RPKM		Fold change (deep/upper)		
	Upper	Deep		*P* value	Known functions in astrocytes (Refs)
*Id1*	3.7	43.9	11.6	0.035	
*Cxcr7*	0.7	5.6	8.9	0.0017	Regulation of proliferation ([43])
*Id3*	126.2	529.8	4.2	0.0030	
*Fgfbp3*	3.6	9.0	2.9	0.017	
*Sparc*	20.4	40.9	2.0	0.013	Negative regulation of synapse formation ([41,44])
*Gfap*	11.7	23.5	2.0	0.045	Regulation of neuron-astrocyte communication ([42])

Average RPKM and fold changes are shown (*n* = 3 brains). 

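All 6 genes of Table 2 passed in the limma comparison, both over all genes tested and adjusted over the list alone, a list that was chosen on these libraries, so that the latter is not independent evidence. With no filter on low RPKM, 0 of the 6 passed over all genes and 6 passed adjusted over the list alone, and without the brain in the model 4 passed. Fgfbp3, a fibroblast growth factor binding protein, had an RPKM of 3.56 ± 2.00 in ULAs and 8.96 ± 3.21 in DLAs (SD, n = 3), a log2 fold change of −1.19 (SE 0.14, adjusted p = 0.00378). Its level varied between brains, with 1.26 and 5.29 RPKM in brain 2 against 4.81 and 11.24 in brain 1, and it did not pass without the brain in the model (adjusted p = 0.382, the highest over the alternatives, the lowest being 2.26e-06). The deep/upper ratio was 2.92 ± 1.10 for Fgfbp3, 11.6 ± 2.16 for Id1 and 8.88 ± 4.39 for Cxcr7.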

*P* value, paired *t*-test

See Supplementary Data 2 and 3 for full gene lists of deep-layer enriched genes

To confirm layer-specific molecular expression in neocortical astrocytes, we then examined the expression of Lef1 and Id1 proteins, the mRNA for which was more abundant in ULAs and in DLAs, respectively, according to our RNA-seq analysis (Supplementary Data 1 and 2). 

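Per brain, Lef1 mRNA was measured at 18.85, 21.13 and 18.12 RPKM in the ULAs of brains 1, 2 and 3 and at 4.37, 4.09 and 5.46 RPKM in the DLAs of the same brains. These values rest on 1132 to 1330 reads per library in ULAs and on 198 to 397 reads in DLAs. With each brain left out in turn, the log2 fold change of Lef1 stayed between 1.73 and 2.00. Id1 mRNA was at 3.44, 3.42 and 4.31 RPKM in ULAs (77 to 105 reads) and at 32.29, 40.25 and 59.07 RPKM in DLAs (721 to 1591 reads), and its log2 fold change stayed between −3.36 and −3.06. Both genes passed without the brain in the model (adjusted p = 0.000643 for Lef1 and 0.000482 for Id1) and failed with no filter on low RPKM, which gave the highest adjusted p of the alternatives (0.285 and 0.193).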

We found that the intensity of Lef1 immunostaining was higher in ULAs than in DLAs (Fig. 5a, c), whereas that of Id1 immunostaining was higher in DLAs (especially those located in layer VI), as well as in layer I astrocytes than in ULAs located in layers II–IV (Fig. 6a, c). The percentages of Lef1- or Id1-positive astrocytes among astrocytes in each area (bins 1–4) indicate the enrichment of Lef1 protein in layers I and II/III astrocytes (in bins 1 and 2) (Fig. 5e) and that of Id1 protein in layers I and VI astrocytes (in bins 1 and 4) (Fig. 6e). Moreover, the immunostaining intensities of high mobility group nucleosome-binding 1–3 (HMGN1–3) and Zbtb20, which play key roles in astrocyte fate determination and differentiation^45,46^, were higher in ULAs than in DLAs (Supplementary Fig. 3). Together, our results thus revealed expression differences between ULAs and DLAs at both mRNA and protein levels and are therefore indicative of layer-specific differences in molecular expression among neocortical astrocytes.

**Fig. 5:**
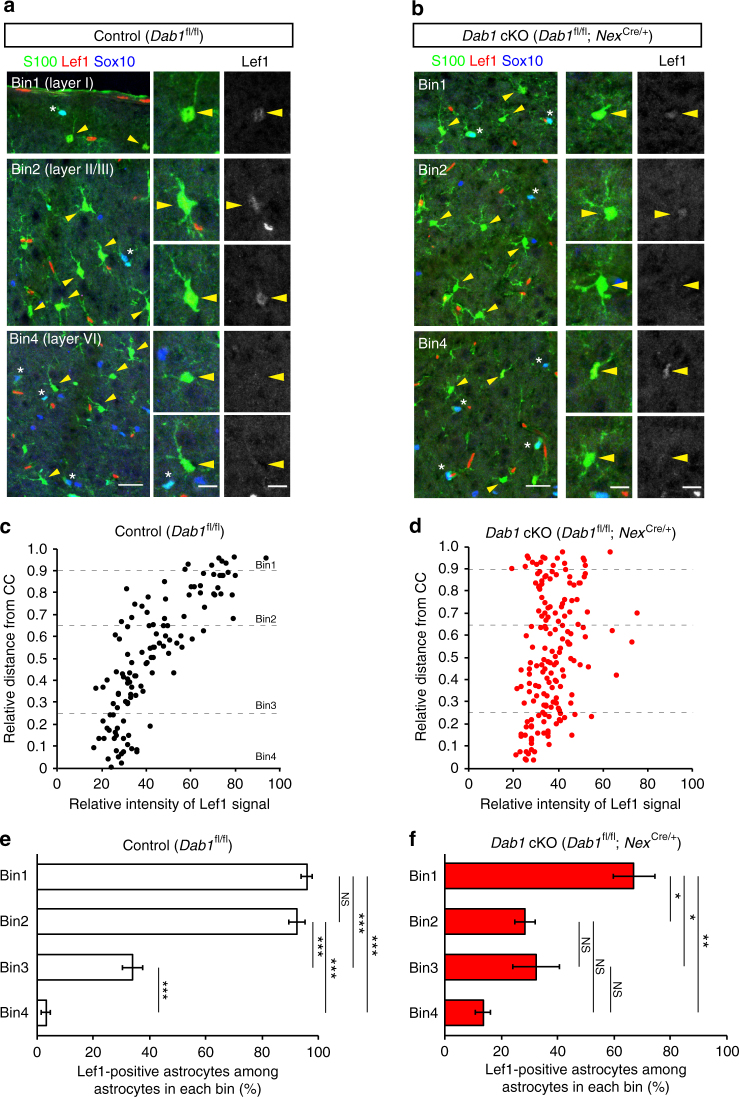
Layer-specific expression of Lef1 in neocortical astrocytes and its disruption in *Dab1* cKO mice. **a**, **b** Immunofluorescence staining for S100, Sox10, and Lef1 in coronal sections of control (*Dab1*^fl/fl^) (**a**) and *Dab1* cKO (*Dab1*^fl/fl^;*Nex*^Cre/+^) (**b**) mice at P30. Astrocytes were identified as S100-positive, Sox10-negative cells (arrowheads); asterisks indicate double-positive cells. Individual astrocytes and Lef1 signals are shown in the right panels at higher magnification. Scale bars, 25 µm (left panels) and 10 μm (right panels). **c**, **d** Representative data of Lef1 signal intensitiesin the nucleus of individual astrocytes in a coronal section from a control (**c**) and a Dab1 cKO (**d**) mouse. Astrocyte position in the cortical layers is expressed as relative distance from the corpus callosum (CC) to the pia, with dashed lines indicating the boundaries between bins: bin1, 0.9–1.0; bin2, 0.65–0.9; bin3, 0.25–0.65; and bin4, 0–0.25. **e**, **f** Percentage of Lef1-positive astrocytes among total astrocytes in each bin of the neocortex of control (**e**) and *Dab1* cKO (**f**) mice (*n* = 3 mice). Perivascular astrocytes are excluded from quantification. Data are means ± s.e.m. from three mice of each genotype. **P < 0.01; ***P < 0.001; NS, not significant (one-way ANOVA followed by Bonferroni’s test)

**Fig. 6:**
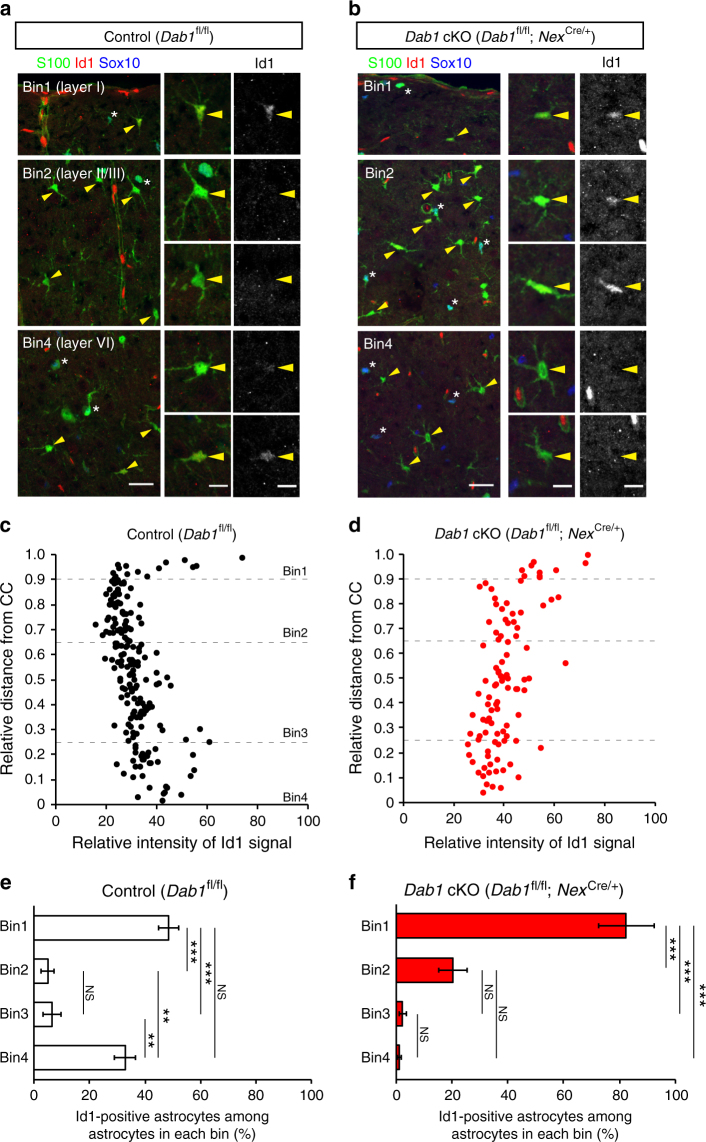
Layer-specific expression of Id1 in neocortical astrocytes and its disruption in *Dab1* cKO mice. **a**, **b** Immunofluorescence staining for S100, Sox10, and Id1 in coronal sections of control (*Dab1*^fl/fl^) (**a**) and *Dab1* cKO (*Dab1*^fl/fl^;*Nex*^Cre/+^) (**b**) mice at P30. Astrocytes were identified as S100-positive, Sox10-negative cells (arrowheads); asterisks indicate double-positive cells. Individual astrocytes and Id1 signals are shown in the right panels at higher magnification. Scale bars, 25 µm (left panels) and 10 μm (right panels). **c**, **d** Representative data of Id1 signal intensities in the nucleus of individual astrocytes in a coronal section from a control (**c**) and a Dab1 cKO (**d**) mouse. Astrocyte position in the cortical layers is expressed as relative distance from the corpus callosum (CC) to the pia, with dashed lines indicating the boundaries between bins: bin1, 0.9–1.0; bin2, 0.65–0.9; bin3, 0.25–0.65; and bin4, 0–0.25. **e**, **f** Percentage of Id1-positive astrocytes among total astrocytes in each bin of the neocortex of control (**e**) and *Dab1* cKO (**f**) mice (*n* = 3 mice). Perivascular astrocytes are excluded from quantification. Data are means ± s.e.m. from three mice of each genotype. **P < 0.01; NS, not significant (one-way ANOVA followed by Bonferroni’s test)

### Neurons regulate layer-specific astrocytic properties

We next asked whether neuronal layers are required for the establishment of the observed layer-specific astrocytic properties during development. We first examined *reeler* mice, which are deficient in the guidance protein Reelin^47,48^. Reelin is secreted predominantly from Cajal-Retzius cells that reside in layer I and regulates the migration of cortical neurons. The loss of Reelin results in defects in neuronal laminar structure^49^, which we confirmed by detection of an inside-out inversion of neurons positive for Cux1 or Ctip2 (Supplementary Fig. 4a, b). We found that the layer-specific pattern of astrocyte orientation detected by S100β immunostaining, which is consistent with 3D and 2D cell orientation analysis (Fig. 1, Supplementary Fig. 1), was also inverted in *reeler* mice (Fig. 7). This result showed that the layer-specific orientation of neocortical astrocytes was dependent on Reelin.

**Fig. 7:**
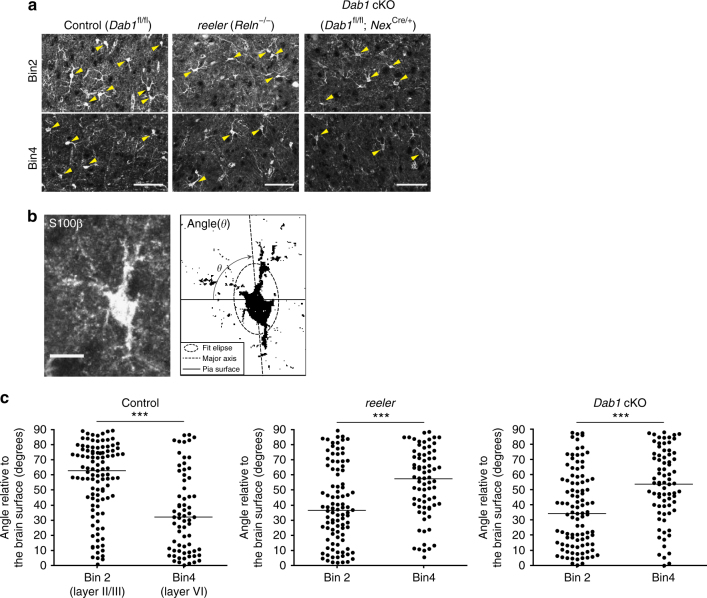
Disruption of layer-specific astrocyte orientation in *reeler* and *Dab1* cKO mice. **a** Immunofluorescence staining for S100β in bin2 (layer II/III) and bin4 (layer VI) of coronal brain sections from control (*Dab1*^fl/fl^), *Dab1* cKO (*Dab1*^fl/fl^;*Nex*^Cre/+^), and *reeler* (*Reln*^−/−^) mice at P60–P70. Arrowheads indicate S100β-positive astrocytes. Scale bars, 50 µm. **b** Schematic for measurement of astrocyte orientation relative to the brain surface based on S100β immunostaining. Scale bar, 10 µm. **c** Quantification of the orientation angle of astrocytes (S100β-positive, Sox10-negative cells) in bin2 and bin4 of control, *Dab1* cKO, and *reeler* mice (*n* = 3 mice) at P60–P70. Horizontal bars indicate median values. Control, *n* = 106 and 68 cells; *Dab1* cKO, *n* = 100 and 76 cells; *reeler*, *n* = 96 and 74 cells for bin2 and bin4, respectively. ***P < 0.001 (Welch’s *t*-test)

However, Reelin might directly affect astrocytes and neural progenitors in addition to migrating neurons, it was desirable to perturb neuronal layers by manipulating only neurons. We therefore examined *Dab1*^fl/fl^;*Nex*^Cre/+^ mice in which floxed *Dab1* alleles are deleted specifically in neurons. Dab1 is an essential mediator of Reelin-induced neuronal migration and, indeed, the *Dab1* cKO mice manifest an inside-out inversion of cortical neuronal layers (Supplementary Fig. 4a, c)^50^. Importantly, we found that the layer-specific pattern of astrocyte orientation revealed by S100β immunostaining was inverted in *Dab1*^fl/fl^;*Nex*^Cre/+^ mice (Fig. 7), similar to the phenotype found in *reeler* mice. Moreover, the greater extent of arborization within a coronal plane which contained the nucleus for layer II/III astrocytes compared with layer VI astrocytes was also no longer apparent in *Dab1*^fl/fl^;*Nex*^Cre/+^ mice (Fig. 8). Furthermore, the enrichment of Lef1 protein in layer II/III astrocytes (bin2) over layer VI astrocytes (bin4), as well as that of Id1 protein in layer VI astrocytes (bin4) over layer II/III astrocytes (bin2) were lost in *Dab1*^fl/fl^;*Nex*^Cre/+^ mice (Figs. 5e, f and 6e, f, S5a-d). Collectively, these results indicated that neuronal layers play an essential role in the establishment or maintenance of layer-specific properties of neocortical astrocytes.

**Fig. 8:**
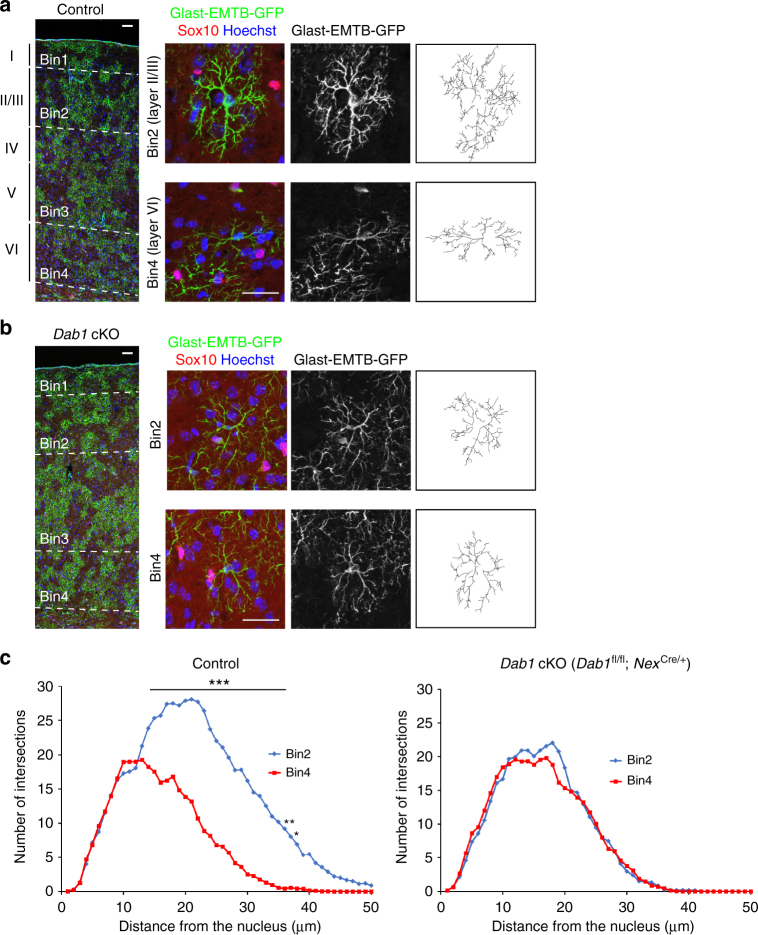
Disruption of layer-specific astrocyte arborization in *Dab1* cKO mice. **a**, **b** Immunofluorescence staining for GFP and Sox10 in coronal sections of control (Glast-EMTB-GFP;*Dab1*^fl/fl^ or Glast-EMTB-GFP) (**a**) and *Dab1* cKO (Glast-EMTB-GFP;*Dab1*^fl/fl^;*Nex*^Cre/+^) (**b**) mice at P30 (left panels). Nuclei were stained with Hoechst 33342. Scale bars, 50 μm. Right panels show representative magnified images of astrocytes and their traced processes in bin2 (layer II/III) and bin4 (layer VI). Scale bars, 25 μm. **c** 2D Sholl analysis for microtubule structure of individual astrocytes in coronal brain sections. Astrocytes were randomly selected for analysis. Data are means for 15 cells in bin2 and 18 cells in bin4 for control mice and for 18 cells in bin2 and 17 cells in bin4 for *Dab1* cKO mice. Three brains of each genotype were analyzed. *P < 0.05, **P < 0.01, ***P < 0.001 (two-way ANOVA followed by Bonferroni’s test)

Finally, we investigated whether neuronal laminar defects might affect astrocyte ensheathment of synapses. Serial SEM images showed that the greater extent of astrocyte ensheathment of synaptic clefts in layer II/III compared with that in layer VI observed in control mice was not apparent in *reeler* mice or *Dab1* cKO mice (Fig. 3c–e). This finding thus suggested that layer-specific synaptic ensheathment by astrocytes also depends on neuronal layers.

## Discussion

Although, neocortical astrocytes have long been thought to largely comprise a nondiverse population of protoplasmic astrocytes distributed throughout cortical layers, we have now shown that neocortical astrocytes in layers II–VI exhibit layer-specific properties in terms of morphology, structural interactions with synapses, and molecular expression. Morphological differences in neocortical astrocytes were consistently observed in different experimental approaches: visualization of intermediate filament structure by GFAP staining, S100β staining, visualization of microtubule structure in Glast-EMTB-GFP transgenic mice, and visualization of whole-cell shape in either Sox9-CreER^T2^;CAG-CAT-eGFP or Glast-CreER^T2^;Rosa-CAG-LSL-tdTomato reporter mice. Similarly, an unbiased cluster analysis revealed that astrocytes with different morphological features are distributed in a layer-specific manner. Furthermore, our morphological observations uncovered differences between astrocytes in layer I and those in other layers, consistent with previous studies showing differences in Ca^2+^ dynamics and gene expression between these cells^11,13^.

Whether astrocytes with different morphologies have different functions or engage in different interactions with neighboring neurons or synapses remains to be further investigated, however. The radial and tangential elongation of astrocytes located in upper and deep layers, respectively, may suggest the existence of radial and tangential domains of synapses regulated by these cells. Similarly, the greater territorial volume of layer II/III astrocytes may indicate that these cells have a larger astrocytic domain and constitute a larger glio-neuronal unit, which was recently proposed as an elementary (astrocyte-governing) unit of the brain that monitors, integrates, and potentially modifies the activity of a contiguous set of synapses^51^. In addition, the difference in process complexity between ULAs and DLAs might give rise to a difference in structural interactions with synapses. It has been shown that connexin 30 knockout leads to morphological changes (increased domain area, elongated processes, and enhanced ramification) of astrocytes, increased intrusion of their processes into synaptic clefts, enhanced astroglial glutamate clearance, a consequent decrease in excitatory synaptic transmission and impairment of synaptic plasticity^52^. Our SEM observations indicated that perisynaptic astrocytes provide more synapse ensheathment in layer II/III, where most astrocytes show a greater extent of process arborization compared with those in layer VI. These findings suggest that astrocytes in different layers with distinct morphologies may interact differentially with neighboring synapses, possibly giving rise to functional heterogeneity in modulation of glutamate clearance and synaptic plasticity.

We also detected differences in gene and protein expression patterns between ULAs and DLAs. RNA-seq and immunostaining data revealed that ULAs and DLAs differentially express various molecules related to synaptic regulation, morphogenesis, and metabolism. In addition, we detected differences in expression of the transcription factors Zbtb20 and HMGN1–3, which play important roles in astrocyte fate determination and differentiation^45,46^. Astrocyte subpopulations with different molecular expression patterns have recently been shown to be heterogeneous both functionally with regard to regulation of axon projection in the spinal cord and synaptogenesis in vitro as well as in their contribution to pathological states (8, 16). It will be of interest to determine whether the molecules differentially expressed by ULAs and DLAs contribute to the functional heterogeneity of neocortical astrocytes. For instance, *Mertk*, which mediates synapse elimination^36,44^, and *Sparc*, which encodes an inhibitor of excitatory synapse formation^41,44^, are expressed at a higher level in ULAs and DLAs, respectively. This differential expression possibly influences neighboring synapses in a layer-specific manner. Moreover, we found that *Chrdl1*, which encodes an inhibitor of bone morphogenetic protein (BMP) signaling, is expressed at a higher level in ULAs than in DLAs, whereas Id family transcription factors, which are downstream effectors of BMP signaling, are expressed at a higher level in DLAs. These findings are suggestive of a gradient of BMP signaling in astrocytes across the cortical layers. Together, these results show that astrocytes in distinct layers differentially express various molecules, with such differences possibly giving rise to functional heterogeneity of astrocytes in the mouse neocortex.

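Mertk had an RPKM of 227.9 ± 38.8 (SD, n = 3) in ULAs and 178.1 ± 25.2 in DLAs. It was higher in ULAs in each of the 3 brains, and with the brain in the model its log2 fold change was 0.35 (SE 0.09, adjusted p = 0.0986, limma), past the threshold under quantile normalization (adjusted p = 0.042) and without brain 3 (adjusted p = 0.0409), within a range of 0.0409 to 0.717 over the alternatives. The ULA and DLA values of Mertk overlapped across brains, with 185.96 RPKM in the ULAs of brain 3 and 201.44 in the DLAs of brain 2. Sparc had 20.4 ± 4.04 RPKM in ULAs and 40.9 ± 4.43 in DLAs, a log2 fold change of −0.98 (SE 0.12, adjusted p = 0.00346), and the lowest DLA value, 35.99, lay above the highest ULA value, 24.85.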

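Besides Id1 and Id3, the other Id genes were also lower in ULAs in 3 of 3 brains. Id2, which the paper lists in Supplementary Data 2, had an RPKM of 370.2 ± 98.0 (SD, n = 3) in ULAs and 871.8 ± 129.7 in DLAs, a log2 fold change of −1.26 (SE 0.10, adjusted p = 0.00038, limma). Id4 had 18.3 ± 1.30 RPKM in ULAs and 35.1 ± 11.7 in DLAs (log2 fold change −0.85, SE 0.16, adjusted p = 0.0339). The DLA value of Id4 in brain 2, 21.63 RPKM, was close to the ULA values, and the gene did not pass without the brain in the model (adjusted p = 0.295), under quantile normalization (0.066), after a correction for mRNA length (0.131) or for length and GC content (0.0502), or with no filter on low RPKM (0.421), within a range of 0.00098 to 0.421 over the alternatives. Id2 was just past 0.05 without the brain in the model (adjusted p = 0.0502, within a range of 2.37e-11 to 0.285). Chrdl1 kept its direction and an adjusted p under 0.05 in 10 of 11 alternative settings, the exception being the test with no filter on low RPKM.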

How are these layer-specific properties of astrocytes established during development? It is possible that different progenitors give rise to astrocytes that reside in different layers. However, lineage-tracing experiments have indicated that clones of astrocytes in layers II/III–VI show an extensive distribution among several cortical layers^12,53^, suggesting that ULAs and DLAs are derived from common progenitors. We therefore considered that the different properties of astrocyte subtypes might be determined either by intrinsic programs within the progenitors or by extrinsic signals derived from neighboring cells including neurons. We therefore investigated whether the layer-specific properties of neocortical astrocytes are affected in *reeler* mice or in *Dab1* cKO mice in which the laminar structure of the cerebral cortex is defective. We found that layer-specific expression of Lef1 and Id1, as well as layer-specific differences in astrocyte morphology and synaptic ensheathment were lost in these mice. These results thus indicate that neuronal layers are a prerequisite for establishment of the layer-specific properties of cortical astrocytes, which may answer in part the long-standing question of why neurons are produced before astrocytes during development.

In this study, we have uncovered the existence of layer-specific properties of neocortical astrocytes corresponding to the laminar organization of neurons. In addition, the results from *Dab1* cKO mice suggest that astrocytes diversify following nonuniform extrinsic signals originated from neurons. Our findings thus provide a basis for future studies regarding the diversification and functions of specified glio-neuronal networks.

## Methods

### Animals

Aldh1l1-eGFP (MMRRC stock #11015) transgenic mice were obtained from the University of California at Davis. Glast-EMTB-GFP transgenic mice and Glast-CreER^T2^ knockin mice^54^ were kindly provided by E. S. Anton (University of North Carolina School of Medicine) and M. Götz (Munich Center for Neurosciences), respectively. Rosa-CAG-LSL-tdTomato mice^55^ were obtained from The Jackson Laboratory. Sox9-CreER^T2^ knockin mice^56^ and CAG-CAT-eGFP transgenic mice^57^ were kindly provided by H. Akiyama (Kyoto University) and J. Miyazaki (Osaka University Medical School), respectively. *Reeler* mutant mice were kindly provided by K. Nakajima (Keio University). Nex-Cre knockin mice were kindly provided by K. A. Nave (Max Planck Institute) and N. Tamamaki (Kumamoto University). *Dab1*^fl/fl^ mice were established as described^49^. All mice were maintained and studied according to protocols approved by the Animal Care and Use Committee of The University of Tokyo. For induction of CreER^T2^ activity, adult mice were injected intraperitoneally with 0.1–0.3 mg of tamoxifen (Sigma) in corn oil at P60 or pregnant mice were orally administered 5–6 mg of tamoxifen in sunflower oil at E17.

### Antibodies

Primary antibodies included those to GFP (rabbit, 1:1000 dilution, MBL, 598; chicken, 1:1000, Abcam, ab13970), GFAP (rabbit, 1:1000, Dako, Z0334; mouse, 1:500, Millipore, MAB360), NeuN (mouse, 1:200, Millipore, MAB377), S100β (mouse, 1:500, Sigma, SH-B4; rabbit, 1:1000, Dako, Z0311), S100 (mouse, 1:500, Abcam, ab4066), Sox10 (goat, 1:200, Santa Cruz Biotechnology, sc17342), Cux1 (rabbit, 1:1000, Santa Cruz Biotechnology, sc13024), CTIP2 (rat, 1:2000, Abcam, ab18465), Zbtb20 (mouse, 1:200, Abcam, ab48889), HMGN1 (rabbit, 1:1000, Abcam, ab5212), HMGN2 (rabbit, 1:500, LifeSpan Biosciences, LS-C118756), HMGN3 (rabbit, 1:100, Santa Cruz Biotechnology, sc138955), Id1 (rabbit, 1:200, Biocheck, BCH-1/37-2), and Lef1 (rabbit, 1:1000, Cell Signaling, #22). Secondary antibodies included those conjugated with Alexa Fluor fluorophores to mouse, rabbit, chicken, rat, or goat immunoglobulin G (1:500, Invitrogen).

### Immunostaining

Mice were anesthetized and intracardially perfused first with phosphate-buffered saline (PBS) and then with 4% paraformaldehyde in PBS. The brain was dissected out, exposed at 4 °C consecutively to 4% paraformaldehyde in PBS for 2 h, 15% sucrose in PBS for 6–12 h, and 30% sucrose in PBS for 24 h, and then embedded and frozen in OCT compound (TissueTEK) and stored at –80 °C. Coronal sections were prepared at a thickness of 12 μm with the use of a cryostat (Microme HM560) and stored at –80 °C. The sections were subsequently exposed to Tris-buffered saline containing 0.1% Triton X-100 (TBST) for 15 min at room temperature, treated with blocking solution (2% donkey serum in TBST) for 1 h at room temperature, and then incubated first with primary antibodies in blocking solution at 4 °C overnight and then for 1 h at room temperature with Alexa Fluor-conjugated secondary antibodies and Hoechst 33342 (1:1000, Molecular Probes) in blocking solution. As for Id1 and Lef1 staining, sections were autoclaved in the Target Retrieval solution (Dako) at 105 °C for 10 min before the first blocking step. The sections were washed in TBST three times for 15 min each time after incubations with antibodies, and they were finally mounted in Mowiol (Calbiochem).

### Quantification of immunofluorescence staining

We defined an astrocyte nucleus (nucleus of a GFP- or S100-positive cell) as the ROI and quantified the median fluorescence intensity of HMGN1, HMGN2, HMGN3, Zbtb20, Lef1, and Id1 signals in the ROI. The signal intensity was then converted to a scale of 0–100 and plotted.

### CUBIC technique

The brain was dissected out and exposed to 4% paraformaldehyde at 4 °C for 24 h. Coronal sections (thickness of 400 μm) were prepared with the use of a vibrating microtome (LinearSlicer PRO7, Tedpella), washed in PBS, and then subjected to the CUBIC (clear, unobstructed brain/body imaging cocktails) procedure as described previously^19^. In brief, the sections were incubated at room temperature first with 50% CUBIC1 reagent (25% urea, 25% Quadrol, and 15% Triton X-100) for 6 h and then with 100% CUBIC1 for 6 h. They were then washed three times in PBS for 30–60 min each time before incubation at room temperature first with 50% CUBIC2 reagent (25% urea, 50% sucrose, and 10% triethanolamine in PBS) for 6–12 h and then with Hoechst 33342 (1:1000) in 100% CUBIC2 for 24–48 h.

### 2D imaging, 3D imaging, and morphological analyses

For 2D imaging, fluorescence images were acquired with a laser confocal microscope (Leica TCS-SP5) equipped with a water-immersion objective lens (×63). Confocal images were processed with the Fiji package of ImageJ (NIH). For 2D cell orientation analysis, individual astrocytes in *z*-projected images were measured for their elongation and orientation angles. These angles were further calculated relative to the brain surface. For 2D Sholl analysis, we used coronal sections with 12 μm thickness and examined branching complexity of astrocytes at a coronal plane which contained their nucleus. Series of confocal images were converted to 8-bit gray-scale images, and the astrocyte processes were manually traced with the use of the Simple Neurite Tracer plugin of Fiji. Traces were *z*-projected and analyzed with the Sholl Analysis plugin of Fiji.

For 3D imaging, fluorescence images (1.48-μm intervals) were acquired with a laser confocal microscope (Leica TCS-SP5) equipped with an oil-immersion objective lens (×40). Confocal images were processed with Photoshop CS4 software (Adobe), the Fiji package of ImageJ, or FluoRender (University of Utah). For quantification of 3D-cell orientation, individual astrocytes were extracted with the 3D Object Counter plugin of Fiji based on the red (tdTomato) channel of confocal images from Glast-EMTB-GFP;Glast-CreER^T2^;Rosa-CAG-LSL-tdTomato mice. The 3D objects of tdTomato-labeled astrocytes were then analyzed with the 3D Suite plugin for measurement of object volume, surface area, compactness, sphericity, convex hull volume, convex hull surface area, solidity, and convexity. The 3D Ellipsoid Fitting plugin was then applied to fit a 3D ellipsoid to objects in a labeled image, and the major axis length, middle axis length, minor axis length, elongation, flatness, and orientation angles relative to the XY, XZ, and YZ planes of the fit ellipsoid were measured with the 3D Suite plugin. The orientation angles relative to the XZ and YZ planes were further calculated relative to the brain surface. After the ROI for the tdTomato object was defined, the microtubule structure within that ROI was extracted with the Image Calculator plugin by subtraction of the GFP signal outside the cell from the original image of the GFP channel. The volume and surface area of these automatically extracted 3D microtubule structures were measured, and they were analyzed directly with the 3D Sholl Analysis plugin of Fiji. We excluded fibrous and perivascular astrocytes from our analysis.

### Morphometric cluster analysis

We quantified astrocyte morphologies according to the 24 parameters shown in Supplementary Table 1 with the use of the 3D Suite plugin in Fiji. All quantified datasets were analyzed in the statistical environment R version 3.31 (http://www.R-project.org). Prior to morphometric clustering, each dataset was transformed to normalized scores by subtraction of the mean and division by the standard deviation as previously described (21). The MMI was calculated according to the formula: MMI = [M3^2^ + 1]/[M4 + 3(*n* − 1)^2^/(*n* − 2)(*n* − 3)], where M3 is skewness, M4 is kurtosis, and *n* is sample size. t-SNE analysis was performed with Rtsne package version 0.11 for R^22^ with the values set as follows: seed = 510, theta = 0, max_iter = 100,000, and perplexity = 30. Hierarchical clustering was performed by Ward’s method^23^, with the optimal number of clusters being determined with Thorndike’s procedure^24^. In brief, total within-cluster distance was plotted for the different numbers of clusters, and a sudden marked flattening of the curve determined the optimal number of clusters. Silhouette analysis was applied to estimate the quality of clustering by examination of within-cluster and between-cluster distances^25^. The silhouette width, *s*(*i*), of data point *i* in a given cluster is calculated by the formula: *s*(*i*) = *b*(*i*) − *a*(*i*)/max[*a*(*i*),*b*(*i*)], where *a*(*i*) is the average cluster distance between *i* and all other data points in a cluster and *b*(*i*) is the smallest average cluster distance between *i* and all data points in any other cluster. The value of *s*(*i*) is between −1 and 1.

### Electron microscopy

Electron microscopic analysis was performed as described previously^59^ with slight modifications. Female C57BL/6 J, *reeler*, or *Dab1* cKO mice at 7–10 weeks of age were anesthetized with pentobarbital and perfused with saline followed by Karnovski fixative (2% paraformaldehyde (TAAB) and 2.5% glutaraldehyde (Nacalai) in 0.15 M sodium cacodylate buffer containing 2 mM CaCl_2_). The brain was dissected out, exposed at 4 °C overnight to 4% paraformaldehyde in 0.15 M sodium cacodylate buffer containing 2 mM CaCl_2_, and coronally sectioned at a thickness of 100 µm with the use of a vibratome (Linear Pro7, Dosaka EM). The slices were washed in ice-cold 0.1 M sodium cacodylate buffer containing 2 mM CaCl_2_, incubated for 1 h on ice with the same solution containing 2% OsO_4_ and 1.5% potassium ferrocyanide, rinsed with double-distilled water, treated with 1% thiocarbohydrazide for 20 min at room temperature, and stained further with 2% OsO_4_ for 30 min at room temperature. They were then stained first with 1% uranyl acetate overnight at 4 °C and then with lead aspartate (0.066 g of lead nitrate in 10 ml of 0.003 M aspartic acid, pH 5.5) at 60 °C for 30 min, dehydrated with a graded series of ethanol solutions (50, 70, 80, 90, 95, 100, and 100%, 5 min each), immersed in propylene oxide twice for 10 min, and mounted with Durcupan resin (Sigma). For SBF-SEM imaging, serial images of astrocytes and synaptic contacts in the primary somatosensory cortex were collected in a layer-specific manner with the use of a scanning electron microscope (Marlin, Zeiss) equipped with a 3View ultramicrotome (Gatan) and at a 50-nm Z-step and an acceleration voltage of 1.4–2.0 kV. Images were captured at a magnification of ×4730 and with 8192 by 8192 pixels for the *X* and *Y* axes. For FIB-SEM imaging, serial images of astrocytes and synaptic contacts in the primary somatosensory cortex were collected in a layer-specific manner with the use of a scanning electron microscope (Scios, FEI) equipped with a FIB and at a 20-nm Z-step and an acceleration voltage of 1.5 kV. Images were captured at a magnification of ×17,500 and with 3072 by 2048 pixels for the *X* and *Y* axes, respectively. For this imaging condition, the size of a pixel for *X*, *Y*, and *Z* axes is 3.854, 4.891, and 20 nm, respectively. All images were analyzed with RECONSTRUCT^60^ and the Fiji package of ImageJ.

### Quantification of synapse ensheathment by astrocytes

We identified synaptic structures composed of a presynaptic axon containing vesicles (small dots in SEM images), a postsynaptic dendrite containing Golgi bodies (short stripes in SEM images), and a synaptic cleft with a bold black shadow on the dendritic membrane corresponding to the postsynaptic density. Each synapse was examined for the presence or absence of astrocytes at the perimeter of synaptic axon–dendrite interface. Synaptic cleft-apposed structures were inspected through the *z*-stack and then identified the cell type. Astrocyte was identified by their irregular shapes interdigitating among neuronal profiles, often making contacts with variable portions of the synapse, and by the presence of granules of glycogen distributed over a relatively clear cytoplasm (Fig. 3a). To determine how much of the perimeter of a synaptic axon–dendrite interface was surrounded by astrocytic profiles, we used the procedure described by Ventura et al^61^. On each section of a cross-sectioned synapse, the perimeter had two parts, one at each edge of the synaptic axon–dendrite interface. At the ending caps (the first and last section of the synaptic axon–dendrite interface), the next section was evaluated whether astrocytic processes surrounded the cap. Perimeter of synaptic axon–dendrite interface was approximately calculated by summing 2-fold of section interval (20 nm) over all crossed-sectioned synapse slices, and summing with the length of two caps of synapse. Astrocytic perimeter was measured by summing the section intervals and the length of the caps if there are evident astrocyte contacts (apposed astrocyte area >0.005 µm^2^) at the edges of synaptic axon–dendrite interface. Then the fraction of edges with astrocytic profiles was determined (Fig. 3b).

### Tissue dissection, dissociation, and FACS

Young adult Aldh1l1-eGFP mice were killed by cervical dislocation, and layer dissection was performed as described^58^. In brief, the brain was embedded in 4% low-melting point agarose (Lonza), and coronal sections were prepared at a thickness of 250 μm with a vibrating microtome (LinearSlicer PRO7, Tedpella) and collected in ice-cold Dulbecco’s modified Eagle’s medium (DMEM). Regions of the sections corresponding approximately to cortical layers II/III–IV (upper layers) and to layers V and VI (deep layers) were dissected out under visual guidance and transillumination with a microscope (Zeiss Stemi 2000-C) and were also collected separately into ice-cold DMEM. The separated tissue was dissociated into a single-cell suspension with the use of a neural tissue dissociation kit (Sumilon). Cells were isolated by centrifugation (100×*g* for 2 min), resuspended in PBS containing 0.1% bovine serum albumin (0.1% BSA/PBS), and passed through filter-top tubes (35 µm, Falcon). Cell sorting was performed with a FACS AriaII or AriaIII cytometer (BD Biosciences), after which the cells were collected in low-binding 1.5-ml tubes containing either 0.1% BSA/PBS for RT-qPCR analysis or RNAlater (Qiagen) for RNA-seq analysis, isolated by centrifugation (600×*g* for 10 min), and resuspended in 300 μl of TRIzol (Invitrogen) or RNAiso Plus (Takara).

### RNA extraction and RT-qPCR analysis

Total RNA was isolated from dissected tissue sections or sorted cells with TRIzol (Invitrogen) or RNAiso Plus (Takara) and was then subjected to RT with gDNA Remover and ReverTra Ace (Toyobo). The resulting cDNA was subjected to real-time PCR analysis in a Roche LightCycler instrument with Thunderbird SYBR qPCR Mix (Toyobo) or KAPA SYBR fast qPCR Mix (Kapa Biosystems). The abundance of target mRNAs was normalized relative to that of β-actin mRNA. The PCR primers (sense and antisense, respectively) were as follows: *Aldh1l1*, 5′-AGCTGTGCCCTGAGTAA-3′ and 5′-GTCACAGTCAGCAAAGATGATAAG-3′; *Actb* (β-actin), 5′-AATAGTCATTCCAAGTATCCATGAAA-3′ and 5′-GCGACCATCCTCCTCTTAG-3′; *Baf53b*, 5′-CCAAGGAGCCTGTACGG-3′ and 5′-TATGCCAGGACTTGGAGAC-3′; *Tubb3* (βIII-tubulin), 5′-ACACAGACGAGACCTACT-3′ and 5′-GCAGACACAAGGTGGTT-3′; *Ctip2*, 5′-CCCTTTCCAGCTCTCTTCC-3′ and 5′-AGGTCTTTCTCCACCTTGAT-3′; *Cux1*, 5′-CATATCAGCAGAAGCCATACC-3′ and 5′-ATGGAACCAGTTGATGACG-3′; *Fezf2*, 5′-CTCTACTGACAGCAAACCCA-3′ and 5′-CTTTGCACACAAACGGTCT-3′; *Slc1a3* (Glast), 5′-CAAGTTCTGCCACCCTAC-3′ and 5′-CACAAATCTGGTGATGCGT-3′; *Rbfox3* (NeuN), 5′-GCTGATCCTTACCATCACAC-3′ and 5′-CATGGTCCGAGAAGGAG-3′; and *Svet1*, 5′-TTTCAGACTATGTTCAAAGCCC-3′ and 5′-TCATCTATCCTGTTGCTACGAC-3′.

### RNA-seq analysis

Total RNA from ULA and DLA samples (*n* = 3 brains from 4-week-old male mice) was extracted as described for RT-qPCR analysis and was subjected to RT with the use of a SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech). Bar-coded libraries were prepared with a Nextera XT DNA Library Preparation Kit (Illumina), and single-end 36-bp sequencing was performed with a HiSeq 2500 instrument (Illumina).

### Statistical analysis

Data are presented as means ± s.d or ± s.e.m. as indicated, and were analyzed by one-way or two-way analysis of variance (ANOVA) followed by Bonferroni’s post hoc test, by the two-sided Fisher’s exact test, with Welch’s *t*-test, or by Student’s two-tailed paired *t-*test, as indicated. A *P* value of <0.05 was considered statistically significant and the significance is marked by *P < 0.05, **P < 0.01, and ***P < 0.001. The number of animals in each experiment is stated in the respective figure legends.

### Data availability

All relevant data are available upon request. RNA-seq data are deposited to NCBI GEO database under accession number GSE111916.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Layer-specific morphological and molecular differences in neocortical astrocytes and their dependence on neuronal layers
**Source:** Nat Commun. 2018 Apr 24;9:1623. doi: 10.1038/s41467-018-03940-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Layer-specific morphological and molecular differences in neocortical astrocytes and their dependence on neuronal layers**

Lanjakornsiripan et al.

An outline of a cell was drawn and an ellipse fitted with the use of Fiji software (shown by the white polygon and dashed ellipse, respectively). The aspect ratio (AR) of the fitted ellipse and its angle of orientation relative to the brain surface were also calculated with Fiji software. Scale bar, 25  $\mu$ m. **(d)** Quantification of the angle of orientation for astrocytes in each layer at P120. Data are shown for 118 cells from two brains, with the red and black bars indicating the median values of each data set and those for cells with an AR of  $\geq 1.2$ , respectively. Black open circles (AR of  $\geq 1.2$ ) and blue open circles (AR of  $< 1.2$ ) indicate elliptic and roundlike astrocytes, respectively. \*\*\* $P < 0.001$  (one-way ANOVA followed by Bonferroni's test). **(e)** Immunofluorescence staining for GFAP, CTIP2, and Cux1 on coronal sections of the wild-type mouse brain at P60. GFAP staining in the boxed regions of the left panel is shown at higher magnification on the right, revealing a vertically oriented, highly branched upper-layer astrocyte (top right) and two horizontally oriented deep-layer astrocytes (arrowheads) with few processes (bottom right). The dashed line indicates the boundary between upper and deep layers. Scale bars, 25  $\mu$ m.

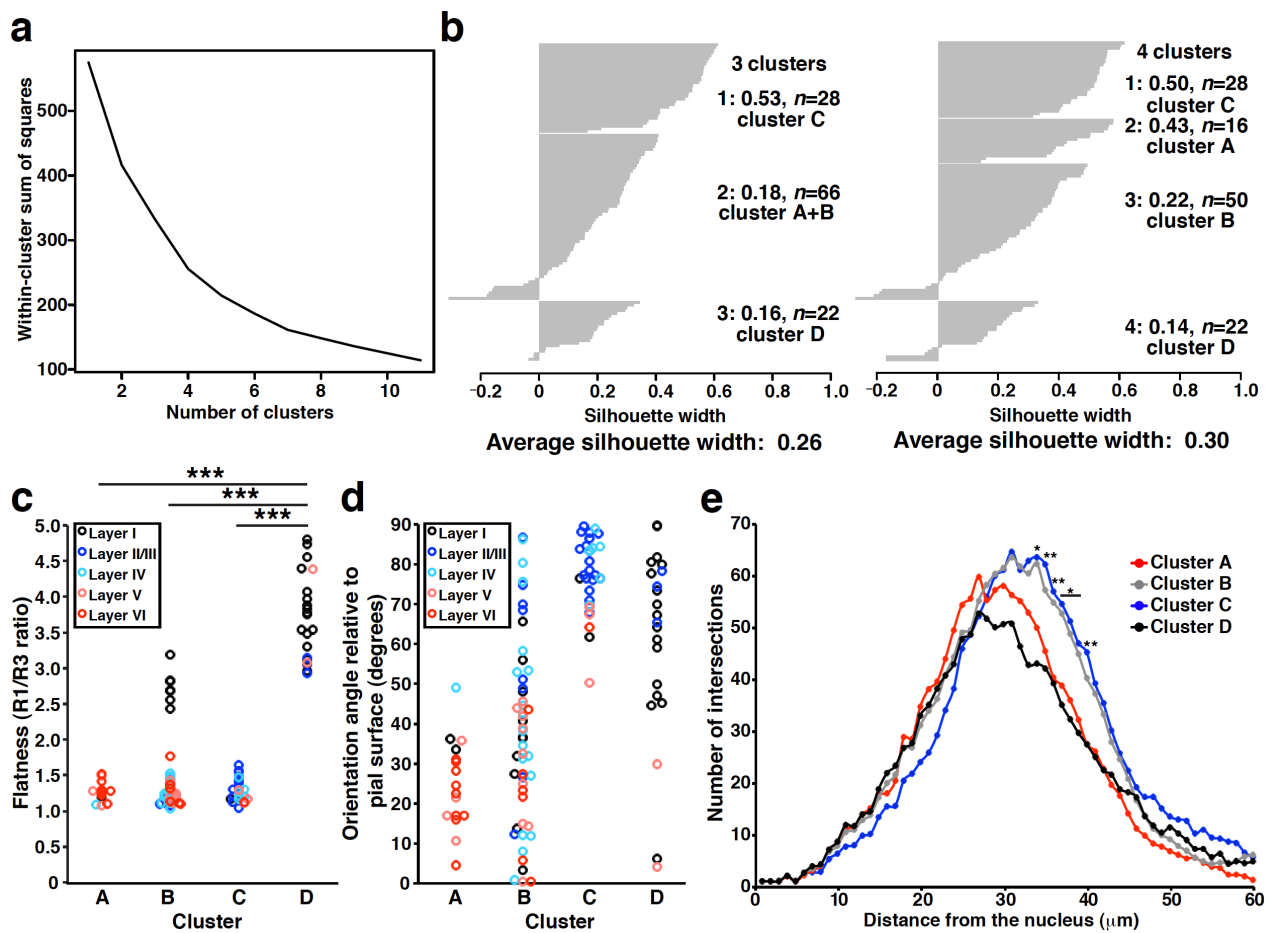

### Supplementary Figure 2. Optimal classification of neocortical astrocytes into four clusters.

(a) Total within-cluster sum of squares (intracluster distance) showing the maximum decrease when the number of clusters is 3 or 4. (b) Silhouette analysis for evaluation of the similarity within clusters when neocortical astrocytes are classified into three clusters (left) or four clusters (right). Silhouette width was used to identify natural groups from artificially imposed groups, with this parameter being higher when data points are more similar within a group. (c–e) Representative morphological features including flatness (c), angle of orientation relative to the brain surface (d), and extent of process arborization as evaluated by 3D Sholl analysis (e) for astrocytes in clusters A through D.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$  (one-way ANOVA followed by Bonferroni's test (c) or two-way ANOVA followed by Bonferroni's test (e)) for the indicated comparisons (c) or for cluster A versus cluster C (e).

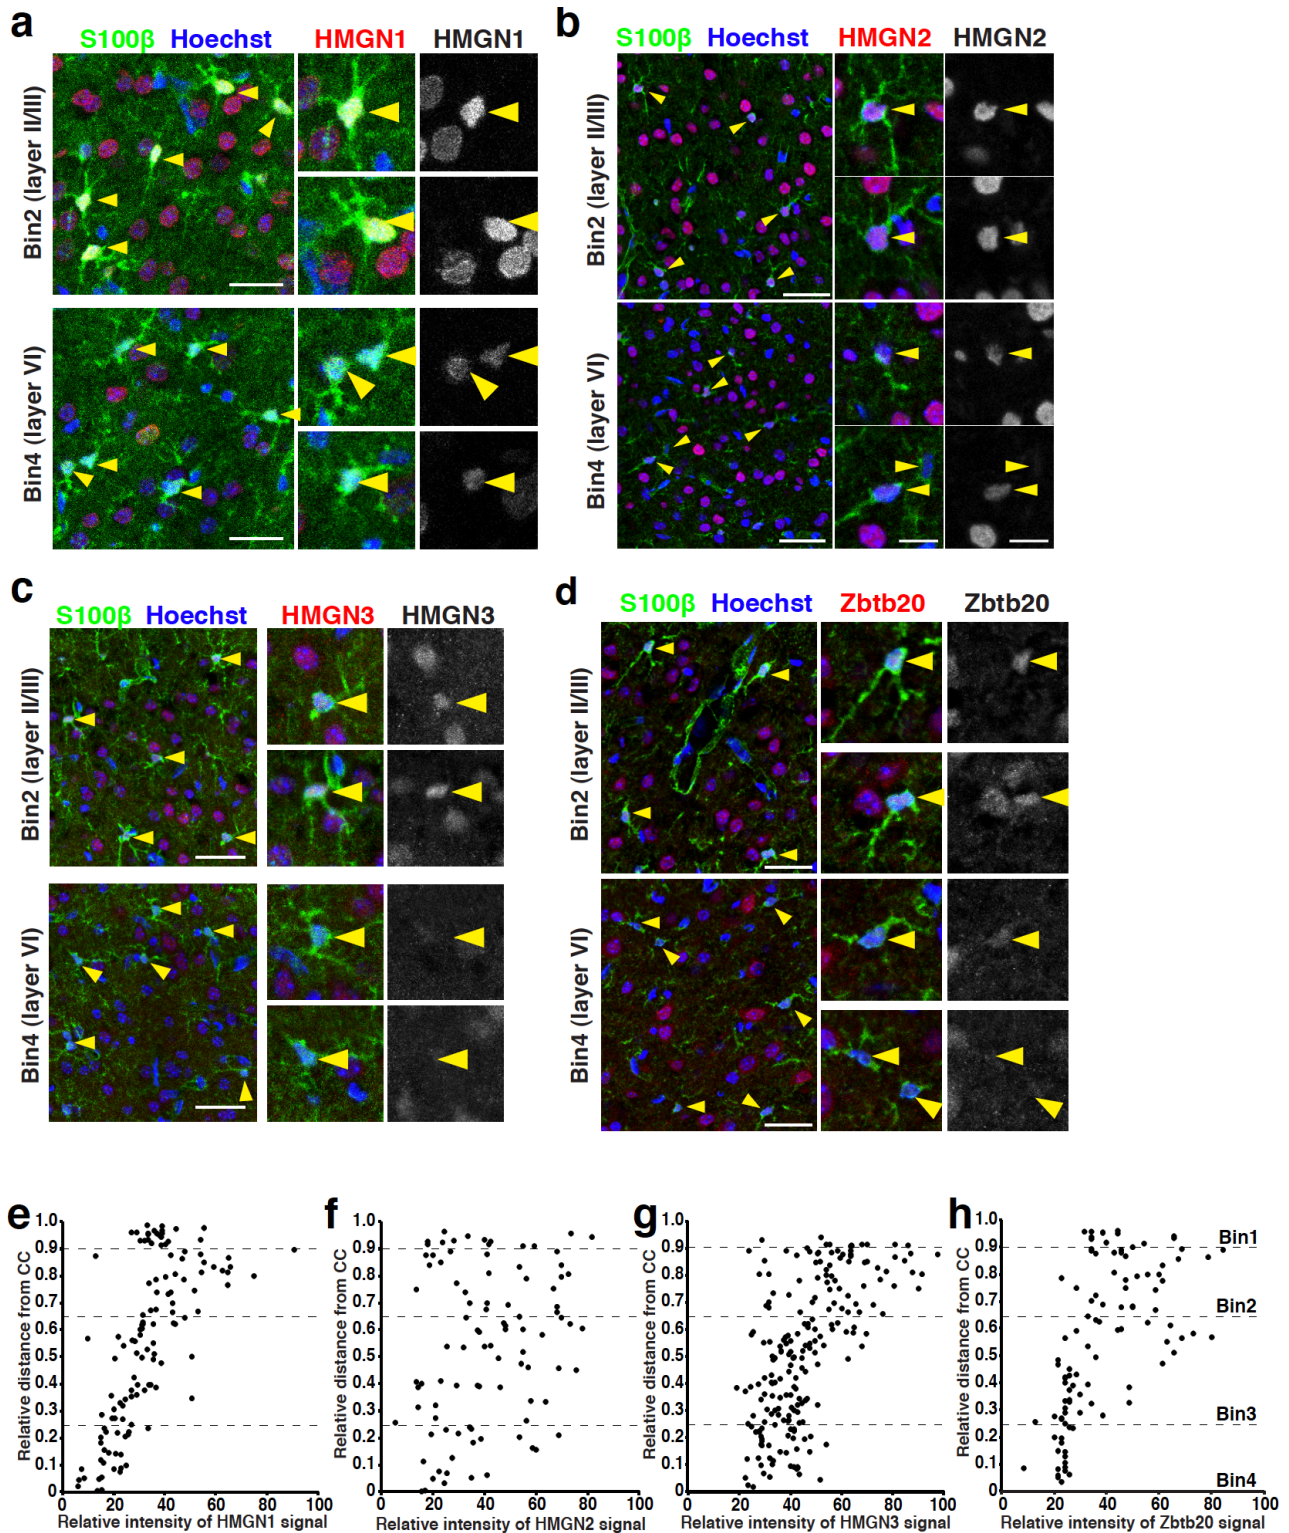

**Supplementary Figure 3. Layer-specific expression of HMGN1–3 and Zbtb20 in neocortical astrocytes.**

(a–d) Coronal sections of the *Aldh1l1*-eGFP mouse brain at P16 were immunostained for the astrocyte marker S100 $\beta$  and either HMGN1 (a), HMGN2 (b), HMGN3 (c), or Zbtb20 (d). Nuclei were stained with Hoechst 33342. Arrowheads indicate S100 $\beta$ -positive astrocytes. Scale bars, 25  $\mu$ m.

**(e-h)** Representative data of HMGN1 **(e)**, HMGN2 **(f)**, HMGN3 **(g)**, and Zbtb20 **(h)** signal intensities in the nucleus of individual astrocytes in a coronal section. Astrocyte position in the cortical layers is expressed as relative distance from the corpus callosum (CC) to the pia, with dashed lines indicating the boundaries between bins: bin1, 0.9–1.0; bin2, 0.65–0.9; bin3, 0.25–0.65; and bin4, 0–0.25.

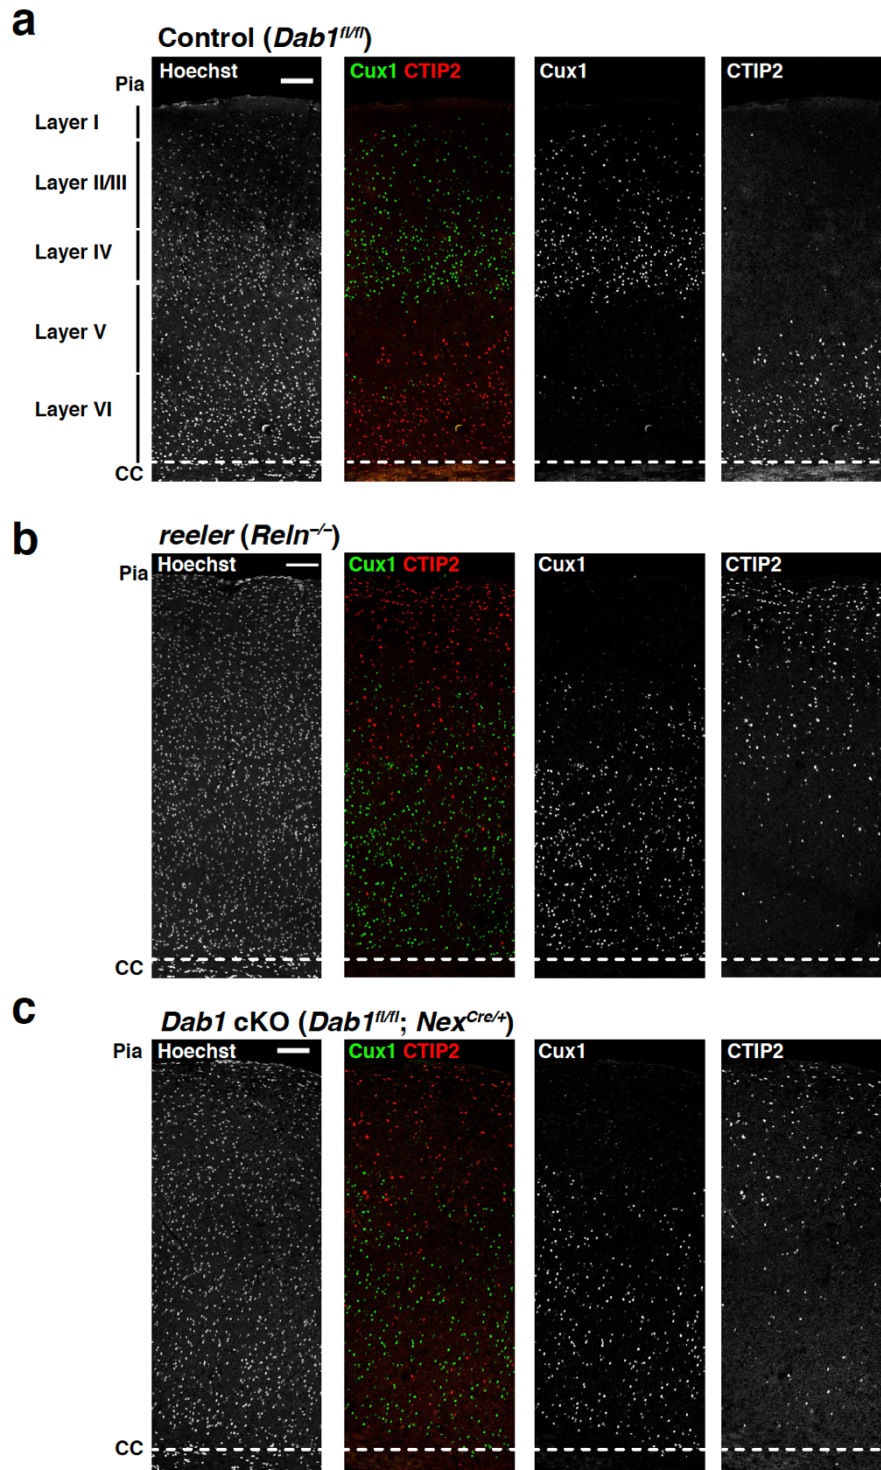

**Supplementary Figure 4. Disruption of neuronal laminar structure in *reeler* and *Dab1* cKO mice.**

Coronal sections of the somatosensory cortex (S1) of control (*Dab1<sup>fl/fl</sup>*) (a), *reeler* (b), and *Dab1* cKO (*Dab1<sup>fl/fl</sup>; Nex<sup>Cre/+</sup>*) (c) mice at P60 to P70 were subjected to immunofluorescence staining for Cux1 and CTIP2 as neuronal layer markers. Nuclei were stained with Hoechst 33342. CC, corpus callosum. Scale bars, 100  $\mu$ m.

**Supplementary Table 1.** Multimodality index (MMI) of 24 morphometric parameters. Asterisks indicate parameters used as criteria in cluster analysis.

| <b>Parameter</b>         | <b>Multimodality index</b> |
|--------------------------|----------------------------|
| Volume                   | 0.363                      |
| Surface area             | 0.433                      |
| Compactness              | 0.459                      |
| Sphericity               | 0.385                      |
| R1                       | 0.442                      |
| R2                       | 0.363                      |
| R3                       | 0.342                      |
| Elongation*              | 0.591                      |
| Flatness*                | 0.812                      |
| Spareness                | 0.417                      |
| XY*                      | 0.559                      |
| Relative XZ*             | 0.562                      |
| Relative YZ*             | 0.667                      |
| Convex hull volume       | 0.367                      |
| Convex hull surface area | 0.352                      |
| Solidity                 | 0.404                      |
| Convexity                | 0.302                      |
| Microtubule volume       | 0.413                      |
| Microtubule surface area | 0.403                      |
| Ending Sholl radius      | 0.452                      |
| Sum of intersections     | 0.389                      |
| Max intersections        | 0.433                      |
| Max intersecting radius  | 0.345                      |
| Ramification index       | 0.431                      |

# Supplementary material for: Layer-specific morphological and molecular differences in neocortical astrocytes and their dependence on neuronal layers
**Source:** Nat Commun. 2018 Apr 24;9:1623. doi: 10.1038/s41467-018-03940-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: RNA-seq analysis, upper-layer enriched gene list.

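Supplementary Data 1 lists the RPKM of the upper-layer enriched genes in each brain and layer, with the average upper/deep ratio and the p-value of the paired test. All 62 genes met the stated criteria when these were recomputed from the deposited values, with a median mean ratio of 1.89. The remaining 11 rows that met the criteria carry no RefSeq accession. In the limma comparison 47 of the 62 genes passed, and 53 further genes higher in ULAs passed that are not in the list. The limma comparison sets no minimum ratio and takes rows with a mean RPKM of at least 1, with or without a RefSeq accession. The further genes are therefore not ones that the paper's criteria missed.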

File Name: Supplementary Data 2

Description: RNA-seq analysis, deep-layer enriched gene list.

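Supplementary Data 2 gives the same columns for the deep-layer enriched genes, with the ratio taken as deep/upper. All 47 genes met the criteria when recomputed, with a median mean ratio of 1.91, and 17 other rows that met them carry no RefSeq accession. Of the 47 genes, 43 passed in the limma comparison, together with 85 genes higher in DLAs that are not in the list. Its criteria differ from those of the list, as for Supplementary Data 1. Mog, a myelin gene singled out after its values were seen, came next to Id1, Cxcr7 and Id3 with a mean ratio of 4.15. Its RPKM was 3.76 ± 3.99 in ULAs and 9.62 ± 3.12 in DLAs (SD, n = 3), and the ULA mean was 1.46 without brain 3.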

File Name: Supplementary Data 3

Description: RNA-seq analysis, astrocyte-enriched gene list.

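Supplementary Data 3 collects genes that earlier studies had found enriched in astrocytes and gives their RPKM in the same libraries. The most abundant gene of the list was Aldoc, at 4903.9 ± 501.3 RPKM in ULAs and 5347.6 ± 575.4 in DLAs (SD, n = 3), a log2 fold change of −0.12 (adjusted p = 0.646, limma). Aldh1l1, whose promoter drives GFP in the sorted cells, had 221.9 ± 19.8 and 245.4 ± 23.8 RPKM (log2 fold change −0.14, adjusted p = 0.562). Agt and Hapln1, singled out after their values were seen, had the largest changes among the genes that did not pass over all genes tested, with log2 fold changes of −0.55 (adjusted p = 0.0695) and 0.54 (adjusted p = 0.0762).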

How the deposited data were processed for this re-analysis (not part of the article)

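Gene expression was measured by RNA-seq in GFP-positive astrocytes sorted from the upper layers (II–IV) and the deep layers (V and VI) of the somatosensory cortex of 4-week-old male Aldh1l1-eGFP mice. There were 3 libraries per layer, 1 from each of 3 brains. The authors deposited RPKM values, that is, reads on an mRNA scaled to its length and to the number of mapped reads, truncated to 2 decimals, together with the mRNA length of each row. Each row is 1 symbol, and the annotation joins RefSeq, Ensembl and cDNA clone records. The aligner, the counting program and the genome build are not named in the paper's text, its supplements or the sample records that were read. Coordinates on chromosome 1 of the table reach 197054592, past the last feature of the GRCm38 annotation at 195323493, so the table is not on GRCm38, and no coordinates were carried between builds.

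The depth of each library was read from the steps of the RPKM values in rows of up to 500 bases, where 100% of the values came out as whole multiples of 1 read and at most 79.8% did for the next best step. It was 24.4 to 26.7 M reads for ULAs and 19.7 to 29.6 M reads for DLAs. The product of RPKM and length summed to between 1.026 and 1.037 M per library, slightly over 1 M, so some reads counted towards more than 1 row or the denominator was another number of reads. The test ran on RPKM, and the read numbers give precision only.

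The labels number the libraries as replicates 1 to 3 in each layer. The deposited values of all genes in Supplementary Data 1, 2 and 3 were identical to those listed there under brains 1 to 3, and libraries with the same number deviated together from their layer means (r across genes of 0.42, 0.33 and 0.34, against −0.20 to −0.16 between different brains). The number was therefore taken as the brain.

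Rows with a mean RPKM of at least 1 over the 6 libraries (13999 rows) were compared on the log2(RPKM + 1) scale with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), with brain and layer as terms, 2-sided p-values and Benjamini-Hochberg adjustment. A gene passed at an adjusted p under 0.05. With 3 libraries per layer an exact permutation test cannot give a p-value under 0.1, or under 0.25 where the pairs are kept, so single genes were tested by limma only. The paper's criteria for layer-enriched genes were recomputed with scipy 1.17.1 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The lists of Tables 1 and 2 and Supplementary Data 3 were tested in the same fit, also adjusted over the list alone.

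Gene lists were written from general knowledge for oligodendrocytes, oligodendrocyte precursors, neurons, upper-layer and deep-layer neurons, microglia, endothelial cells, pericytes and smooth muscle cells, meningeal fibroblasts, astrocytes, white matter and pial astrocytes, BMP targets, BMP ligands with their receptors and antagonists, Wnt targets, immediate early genes, Y chromosome genes and X inactivation. They were written before the deposited table was seen but after Supplementary Data 1 to 3 had been read, so each was also run without its members in Supplementary Data 1 and 2. Lists with at least 3 tested genes were tested with camera at a preset correlation of 0.01 and with fry. Random lists (10000 of them) were matched on mean expression.

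The genes named are those the paper names in its RNA-seq results, Tables 1 and 2 and Fig. 4, the mRNAs of the proteins it stained, the Id family, and the 5 largest rises and 5 largest falls among the other genes that passed, with a mean RPKM over 5 in the higher layer and 1 direction in all 3 brains. Members of the gene lists are named where a list is reported, some of them with their values, which were seen before these members were chosen. Not every member is named, and 1 was left out on purpose. Features outside this rule were chosen after their values were seen.

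The fits were tested on simulated values for the same genes, with 200 genes changed at a time. With no change, 0 genes were called. Of the genes changed by 0.5, 1 and 2 on the log2 scale, 0%, 64.5% and 93% were called, with 0, 2 and 4 calls among unchanged genes. At a change of 1, leaving the brain out raised the changed genes called from 129 to 157, whereas it cut the calls in the data. The simulated spread and brain effects thus differ from those of the data, and these shares do not give its power. The alternatives were a model without the brain, a pseudocount of 0.1, no filter, a mean RPKM of at least 5, median centring, quantile normalization, each brain left out, a correction for mRNA length (a loess curve of span 0.5 in each brain), limma without the trend and an adjusted p under 0.1. A correction for length and GC content together was added later. GC content came from the transcripts of GENCODE on GRCm38 and was matched by symbol for 12619 of the tested rows (90.1%). The RT-qPCR, immunostaining and morphology experiments of the paper were not analysed here.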

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

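The test of blood cell RNA was chosen only after the result was seen. The test of overlap was set before its result was seen, but its criterion was changed after, from most of the rows overlapping to a larger share than among the other rows.

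Haemoglobin rows, which the paper does not discuss, had the largest falls outside the genes it names. Beta-s, a haemoglobin beta row, was at 0.37, 0 and 0.98 RPKM in the ULAs of brains 1, 2 and 3 and averaged 21.6 ± 19.5 in DLAs (SD, n = 3). ENSMUSG00000069919, which the table lists by its Ensembl identifier as a haemoglobin alpha chain, was at 0.19, 0 and 0.40 in ULAs and averaged 7.11 ± 5.08 in DLAs. Hbb-b1 and Hbb-b2 were listed at 0 in the 3 ULA libraries and averaged 6.47 and 6.64 RPKM in DLAs (from 29 to 281 reads), but these rows cover nearly the same positions of chromosome 7 and share reads, so they count as 1 signal. The adjusted p-values from limma were 7.58e-05, 0.000731, 0.0132 and 0.0128, and all 4 rows were higher in DLAs in 3 of 3 brains. The DLAs of brain 3 gave most of the signal, with 44.1 RPKM for Beta-s against 10.65 and 10.1 in brains 1 and 2, and without brain 3 the DLA means of Beta-s, ENSMUSG00000069919, Hbb-b1 and Hbb-b2 were 10.4, 4.22, 2.12 and 2.18. The 4 rows kept an adjusted p under 0.05 with each brain left out, and the log2 fold change of Beta-s stayed between −3.99 and −3.28 with each brain left out. Without the brain in the model the Hbb-b1 and Hbb-b2 rows did not pass (adjusted p = 0.186 and 0.184), nor did they after the length correction (0.0757 and 0.0729), and over the alternatives the values ranged from 7.25e-28 to 0.419 for Hbb-b1 and from 1.84e-28 to 0.417 for Hbb-b2. None of the 4 rows passed with no filter on low RPKM. RNA from blood cells left in the deep-layer tissue is a candidate source. Of 11 other erythroid transcripts listed, not all of them found among the deposited values, only 1, Alas2, had a mean RPKM of at least 1. The log2 fold change of Alas2, −0.22, did not pass (adjusted p = 0.612). Below the filter, Ermap was at 1.06 ± 0.397 RPKM in ULAs and 0.58 ± 0.0917 in DLAs, and Klf1 at 0.19 ± 0.0557 and 0.25 ± 0.156. Transcripts of maturing red cells could be absent from circulating ones. Blood RNA and haemoglobin expression by deep-layer astrocytes thus cannot be told apart with 1 transcript past the filter. A difference between astrocytes of the layers was not tested apart from it.

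The paper's criteria for layer enrichment also selected rows outside its published lists, 11 for ULAs and 17 for DLAs, and all of these carry only an Ensembl transcript or a cDNA clone. The paper gives no account of rows without a RefSeq accession. Overlap with an enriched RefSeq gene was compared, because reads shared between overlapping rows could give both the same change. Of these 28 rows, 5 (17.9%) overlapped a RefSeq gene that met the criteria in the same direction, against 9 of 1032 (0.87%) of the other rows without a RefSeq accession and with a mean RPKM over 5 in either layer, where overlap with a gene enriched in either layer was counted (Fisher's exact test over rows, which are not independent, p = 1.51e-05). The overlapping genes were Ccrl1, Glyctk and Mir9-1 in ULAs and Slc20a1 and Gnas in DLAs, named after their values were seen. Shared reads are consistent with these 5 rows, although whole gene spans were compared and not exons, and joint regulation of neighbours was not tested. The other 23 rows overlapped no such gene, so this overlap leaves them unexplained. Reads shared with similar sequences elsewhere and a true difference between the layers stay open and were not tested.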

How the results depend on the processing

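The alternatives were set before the data were examined, apart from the correction for length and GC content together and the restriction to RefSeq rows, which were chosen after seeing the data. The cause was not tested for any change below unless one is given.

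The 100 genes higher in ULAs and 128 higher in DLAs fell to 23 and 18 with no replicate block (the pairing by brain), to 65 and 78 with the block and a length correction (65 and 74 of them among the 100 and 128), and to 65 and 79 by limma without a trend. At an adjusted p under 0.1 they were 209 and 255, as a looser threshold gives. With no filter they were 0 and 0, against 1124 and 1675 at an unadjusted p under 0.05. The prior degrees of freedom were 2.3 in that fit, against 7.9 in the main one. Leaving out 1 brain gave from 96 to 431 genes for ULAs and from 121 to 695 for DLAs, highest without brain 3. These fits keep 1 residual degree of freedom, and their prior degrees of freedom were infinite without brain 1, 8.3 without brain 2 and 45.7 without brain 3, against 7.9 with all brains, an order that the counts do not follow. Quantile normalization gave 138 and 103 genes and moved the share of calls higher in ULAs from 43.9% to 57.3%. Under the remaining alternatives the counts stayed between 93 and 117 for ULAs and between 118 and 144 for DLAs.

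Of Table 1, 3 genes passed, but 0 with no filter (11 adjusted over the list alone), 7 with a mean RPKM of at least 5, 11 under quantile normalization, 7 with the length and GC correction, and from 3 to 8 with a brain left out. Adjusted over the list alone, 12 became 5 without brain 1 and 11 with no replicate block. Of Table 2, 6 genes passed, but 0 with no filter (6 adjusted over the list alone). Of Supplementary Data 3, 4 genes passed, but 2 with no replicate block, 0 with no filter (9 adjusted over the list alone), 10 with a mean RPKM of at least 5, 12 under quantile normalization, 10 with the length and GC correction, and from 5 to 13 with a brain left out. Adjusted over the list alone, 17 became 5 without brain 1 and 5 with no replicate block. Of the 14 gene lists tested, 8 passed camera, but 3 with no filter and 5 under quantile normalization. With a mean RPKM of at least 5, 4 passed, a count that cannot be set against the 8. The neuron, Wnt target, endothelial, and pericyte and smooth muscle lists were not tested there. Among the lists that were, only that of the oligodendrocyte precursors lost its call.

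The paper's criteria selected 73 and 64 rows, which became 164 and 141 with a mean RPKM over 1, as a looser criterion gives, and from 30 to 41 and from 25 to 53 with a brain left out. Without the pairing 75 and 69 rows were selected, 56 and 48 of them shared with the paired selection.

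Among 412 values of 38 named genes under the alternatives, 0 changed direction. A call was lost in 34, of which 22 came with no filter and 7 with no replicate block (Gfap, Fgfbp3, Id2, Id4, Scel, Hbb-b1 and Hbb-b2), and gained in 25. The fit with no replicate block changed no other call of a named gene or gene list. Among 149 values of the gene lists, 16 calls were lost, 2 were gained and 9 changed direction. Of the lists that changed direction, only that of BMP ligands, receptors and antagonists had passed, and its median turned from 0.06 to 0, just below it, without brain 2 (0 to 0.14 over the fits that left out a brain). The median of the upper-layer neurons turned from 0.02 to −0.1 without brain 2 (−0.1 to 0.11), to −0.02 after the length correction and to −0.02 after the length and GC correction. That of the deep-layer neurons turned from −0.11 to 0.1 with a mean RPKM of at least 5. The median of the endothelial cells turned from 0.01 to −0.05 without brain 2 and −0.04 without brain 3 (−0.05 to −0.04), that of the immediate early genes from −0.13 to 0.03 without brain 1 (−0.19 to 0.03), and that of the Y chromosome genes from 0.12 to −0.06 without brain 2 (−0.06 to 0.22).

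Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many genes higher in ULAs, as many higher in DLAs, as many genes of Table 1, Table 2 and Supplementary Data 3, and as many gene lists. The other splits gave 0 genes, with 177 to 1452 genes at an unadjusted p under 0.05 against 2295 for the real one, and up to 6 lists. Only 4 splits part the layers of all 3 brains, and 10 splits cannot give a share under 0.1, so chance is not excluded by this count. The depth limits low genes most, such as Cxcr7 with 24 reads in the ULAs of brain 2.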

Differences from the paper's values

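The means and folds of Tables 1 and 2 and the sizes of the published lists, computed as the paper describes, were within the limits set for a difference. In Fig. 4e the bar of Cxcr7 stands at about 7.6, read by eye, where the mean of the per-brain ratios was 8.88 and the ratio of the mean RPKM values was 7.65.

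The paper's criteria selected 73 rows for ULAs and 64 for DLAs over the whole table, against 62 and 47 genes in the paper's lists. With only rows that have a RefSeq accession, a restriction chosen after seeing the values, 62 and 47 rows were selected.

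The paper presents the 12 genes of Table 1 as significantly enriched in ULAs by its paired test. With limma's p-value adjusted over all genes tested, 9 of them did not pass. Each of the 9 passed adjusted over the list alone. Of those set before the data were examined, quantile normalization called 11 of the 12 genes, the exception being Gja1 (adjusted p = 0.144, within a range of 0.0887 to 0.869 over its alternatives), the filter at a mean RPKM of 5 called 7, leaving out brain 3 called 8, leaving out brain 2 called 5, and a pseudocount of 0.1 called 4. An adjusted p under 0.1 called 10. The length and GC correction, chosen after seeing the values, called 7. In Supplementary Data 3 the paper gives 12 genes a p-value under 0.05, where 4 passed here over all genes and 17 adjusted over the list alone. Id4 is not among the paper's 12 and passed here over all genes (adjusted p = 0.0339).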

Other observations

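The tests of oligodendrocyte RNA, of a lower share of astrocytes and of BMP targets were chosen only after the result was seen, while that of length was set before. The correction for length and GC content together was chosen after the data were seen, but before its own result was.

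Oligodendrocyte genes were higher in DLAs. All 16 tested genes of the list were lower in ULAs, with a median log2 fold change of −0.88 (camera adjusted p = 4.86e-19, fry adjusted p = 0.0672), and 13 of them passed singly in limma. Without the 5 members that the study had picked from these libraries, the median was −0.85 (camera adjusted p = 3.71e-12, fry 0.155). Among the abundant genes of the list, Cnp was at 56.9 ± 9.59 RPKM in ULAs and 70.4 ± 4.42 in DLAs (SD, n = 3), Plekhb1 at 38.6 ± 2.94 and 56.6 ± 1.90, and Mbp at 13.8 ± 2.87 and 36.6 ± 1.37. The list holds no gene of the other lists, and 16 of its 18 genes had a mean RPKM of at least 1 in these sorted astrocytes. A lower share of astrocytes in the deep-layer libraries would raise the neuron list there, if all other cell types rose alike. The neuron list went the other way. Its median was 0.24, with 4 of 5 genes higher in ULAs (camera adjusted p = 0.0208, fry 0.0775). The call was lost without brain 1 or brain 3, with no filter and under quantile normalization. The median stayed over 0 in each, at 0.23, 0.22, 0.05 and 0.23, respectively, so it was close to 0 with no filter. Only 5 of 18 neuron genes were tested, and other cell types need not rise alike. A lower share of astrocytes is therefore not excluded by this list. RNA from oligodendrocytes in amounts that differ between libraries is a candidate explanation. It predicts that the list moves together within a layer too, and the median correlation between its genes' deviations from their layer means was 0.78, where 95% of random lists were under 0.14. In the ULAs of brain 3, 15 of 16 genes were above both other ULA libraries. Over all 16 genes, the median difference of that library from the mean of the other ULA libraries was 0.89 on the log2 scale. The genes Mbp, Cnp, Aspa, Gpr37 and Plekhb1 rose there by less than 0.5, less than the others. Whether deep-layer astrocytes themselves hold more of these transcripts was not tested.

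The upper/deep ratio moved with mRNA length and GC content in ways that differed between brains. In brain 2 the median log2 ratio was −0.09 in the shortest 10% of mRNAs (up to 663 bases) and 0.27 in the longest 10% (from 5634 bases), and its correlation with GC content was −0.36 across genes, against 0.01 in brain 1 and 0.20 in brain 3. Of the 9 genes of Tables 1 and 2 that passed, 9 did so after the length correction and 9 after the length and GC correction, which argues against these trends as their whole cause. Over all genes, 65 of the 100 and 74 of the 128 calls were kept after the length correction, and 80 and 94 after the length and GC correction, which tested 12619 genes and gave 117 and 129 calls in all. The cause of the calls lost was not tested.

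The BMP target list had a median log2 fold change of −0.49 (camera adjusted p = 4.04e-07, fry 0.0225), but without Id1, Id2 and Id3, its members in Supplementary Data 2, its median was −0.24 (camera adjusted p = 0.14). More BMP signaling in DLAs is a hypothesis the paper raises. Among the 5 tested targets other than the Id genes (Smad6, Bambi, Hey1, Msx1 and Hes1), 4 were higher in DLAs, and the median of −0.19 lay at percentile 10.5 of random lists. With 5 such genes, more BMP signaling and a change of the Id genes alone cannot be told apart. Below the filter, Msx2 was at 0.71 ± 0.157 RPKM in ULAs and 0.0333 ± 0.0306 in DLAs, and Smad9 at 0.777 ± 0.146 and 0.47 ± 0.115. Both went against the direction of the Id genes, while Atoh8, at 0.0533 ± 0.0681 and 0.64 ± 0.300, went along it.

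Of the other lists, camera also passed Wnt targets (median 0.28, adjusted p = 4.33e-05, fry 0.0672; 0.15 and 0.0457 without Lef1 and another member picked by the study), oligodendrocyte precursors (−0.60, 0.015, fry 0.0672; −0.35 and 0.188 without the member picked by the study; lost with no filter, at 0.191, and with a mean RPKM of at least 5, at 0.139), white matter and pial astrocytes (−0.11, 0.0128, fry 0.0225; 0.03 and 0.719 without the members picked by the study; lost with no filter, at 0.0696), pericytes and smooth muscle cells (0.17, 0.0344, fry 0.0672; lost without brain 3, at 0.189, with no filter, at 0.0743, under quantile normalization, at 0.0524, after the length correction, at 0.13 and a median of 0.04, and after the length and GC correction, at 0.161) and BMP ligands, receptors and antagonists (0.06, 0.0344, fry 0.189; 0.06 and 0.325 without Chrdl1, the member picked by the study; lost with no filter, at 0.232, under quantile normalization, at 0.0524, without brain 2, at 0.245 and a median of 0, after the length correction, at 0.13, and after the length and GC correction, at 0.115). The calls that also hold under fry are 2, those of the BMP targets and of the white matter and pial astrocytes, and both lists hold Id1, Id3 and Id4. Without the members picked by the study, 3 lists passed camera, those of oligodendrocytes, Wnt targets and neurons. The oligodendrocyte precursor list was tested on 4 of its 12 genes. Its untested members Pdgfra, Gpr17 and Neu4 lay near the floor in both layers, with Pdgfra at 0.0133 ± 0.0153 RPKM in ULAs and 0.0233 ± 0.0404 in DLAs. The call therefore does not show more precursor RNA in DLAs. Astrocytes (median 0.09, camera adjusted p = 0.176), upper-layer neurons (0.02, 0.891), deep-layer neurons (−0.11, 0.343), endothelial cells (0.01, 0.465), immediate early genes (−0.13, 0.27) and Y chromosome genes (0.12, 0.465) did not pass. The astrocyte list passed without brain 2 (median 0.02, camera adjusted p = 0.0159, within 0.0159 to 0.435 over the alternatives). The list of deep-layer neurons passed without brain 1 (median −0.15, camera adjusted p = 0.00185, within 0.00185 to 0.604 over the alternatives), and its member Pcp4 was at 0.32 ± 0.364 RPKM in ULAs and 4.16 ± 1.40 in DLAs (log2 fold change −1.96, adjusted p = 0.00146). Microglia, meningeal fibroblasts and X inactivation had under 3 genes with a mean RPKM of at least 1 and were not tested. The median RPKM was 0.253 for the microglia list and 0.311 for the neuron list, against 691.4 for the astrocyte list.

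The mRNAs of the HMGN proteins, which the paper found by immunostaining to be higher in ULAs, were not higher there. The stained sections came from younger mice than the 4-week-old ones sequenced, so age differs as well as the molecule measured. Hmgn1 had 15.4 ± 1.84 RPKM in ULAs and 20.7 ± 0.815 in DLAs (log2 fold change −0.42, adjusted p = 0.104), Hmgn2 6.29 ± 0.00577 and 8.94 ± 1.67 (−0.43, 0.159), and Hmgn3 625.6 ± 74.7 and 697.8 ± 186.3 (−0.13, 0.573). Hmgn1 and Hmgn2 were higher in DLAs in 3 of 3 brains, and Hmgn1 passed without brain 3 (−0.47, adjusted p = 0.0324, within a range of 0.0324 to 0.569 over its alternatives). Zbtb20 mRNA was at 218.1 ± 29.5 and 199.4 ± 4.06 RPKM (0.12, 0.588). Reads of the HMGN genes can be shared with similar sequences elsewhere, and no explanation of the mRNA and protein difference was tested.

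Neuronal markers that the paper measured by RT-qPCR in tissue or sorted cells were low in these libraries, with Rbfox3 at 0.313 ± 0.0777 RPKM in ULAs and 0.15 ± 0.08 in DLAs, Tubb3 at 0.333 ± 0.117 and 0.113 ± 0.0493, and Actl6b (Baf53b) at 0.27 ± 0.0346 and 0.427 ± 0.211. Bcl11b (Ctip2) was listed at 0 in all 6 libraries. Fezf2, a deep-layer neuronal marker, was at 4.89 ± 2.17 RPKM in ULAs and 6.29 ± 2.46 in DLAs (log2 fold change −0.31, adjusted p = 0.333), and Cux1 at 10.8 ± 1.26 and 9.58 ± 0.940 (0.16, 0.53). No explanation of these values was tested.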
